# Fasting induces a biphasic adaptive metabolic response in murine small intestine

**DOI:** 10.1186/1471-2164-8-361

**Published:** 2007-10-09

**Authors:** Milka Sokolović, Diederik Wehkamp, Aleksandar Sokolović, Jacqueline Vermeulen, Lisa A Gilhuijs-Pederson, Rachel IM van Haaften, Yuri Nikolsky, Chris TA Evelo, Antoine HC van Kampen, Theodorus BM Hakvoort, Wouter H Lamers

## Abstract

**Background:**

The gut is a major energy consumer, but a comprehensive overview of the adaptive response to fasting is lacking. Gene-expression profiling, pathway analysis, and immunohistochemistry were therefore carried out on mouse small intestine after 0, 12, 24, and 72 hours of fasting.

**Results:**

Intestinal weight declined to 50% of control, but this loss of tissue mass was distributed proportionally among the gut's structural components, so that the microarrays' tissue base remained unaffected. Unsupervised hierarchical clustering of the microarrays revealed that the successive time points separated into distinct branches. Pathway analysis depicted a pronounced, but transient early response that peaked at 12 hours, and a late response that became progressively more pronounced with continued fasting. Early changes in gene expression were compatible with a cellular deficiency in glutamine, and metabolic adaptations directed at glutamine conservation, inhibition of pyruvate oxidation, stimulation of glutamate catabolism via aspartate and phosphoenolpyruvate to lactate, and enhanced fatty-acid oxidation and ketone-body synthesis. In addition, the expression of key genes involved in cell cycling and apoptosis was suppressed. At 24 hours of fasting, many of the early adaptive changes abated. Major changes upon continued fasting implied the production of glucose rather than lactate from carbohydrate backbones, a downregulation of fatty-acid oxidation and a very strong downregulation of the electron-transport chain. Cell cycling and apoptosis remained suppressed.

**Conclusion:**

The changes in gene expression indicate that the small intestine rapidly looses mass during fasting to generate lactate or glucose and ketone bodies. Meanwhile, intestinal architecture is maintained by downregulation of cell turnover.

## Background

In the postabsorptive state, the portal drained viscera (stomach, intestines, pancreas and spleen) and the liver account for 20–25% of the whole-body energy expenditure [1,2], even though these organs represent < 10% of body weight. The disproportional energy requirement of the gut is ascribed to the very rapid turnover of enterocytes and the continuous synthesis and degradation of mucous glycoproteins, which may serve to buffer amino-acid availability in the postabsorptive period [3,4]. A comprehensive view of the adaptive response of the intestine to maintain its integrity during food deprivation is, nevertheless, still lacking. Clinically, such insight is highly relevant to better understand the mucosal atrophy that develops as an undesirable sequel of parenteral nutrition [5]. Furthermore, not all functions of the gut may have been appreciated thus far. As an example, the long-term fasted gut was only recently shown to be capable of gluconeogenesis [6]. To obtain a more comprehensive understanding of the effects of short-term and prolonged food deprivation, we performed a microarray-based study of the effects of fasting in the mouse small intestine (SI). Although changes at the mRNA level cannot, of course, be directly extrapolated to metabolic adaptations, we show that the expression of genes involved in metabolism and cell turnover changed in a highly significant, coordinated manner, with a remarkably discontinuous transition between short-term and prolonged fasting. Most of the early responses to fasting were transient, peaking at 12 hours after food withdrawal, whereas the late response became more pronounced with the duration of fasting.

## Results

### Effects of fasting on intestinal structure

To study the effect of fasting on the small intestine, 6 week old male FVB mice were subjected to fasting for 0, 12, 24 and 72 h and analyzed by means of immunohistochemistry and gene expression profiling (Figure 1A). 

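Each array measured RNA from a pool of 2 mice, labelled with Cy3, against a common reference of fed intestines, labelled with Cy5, on a 2-colour Agilent mouse oligonucleotide array. There were 12 arrays, 3 for each of the 4 time points, and every array carried a different pool. Thus n = 3 pools per time point, or fewer for a probe left without a value on an array. The dyes were not swapped. The reference was described as a pool of 6 fed mice on 11 of the arrays, whereas for fed replicate 3 its source is given as the 2 fed mice of the Cy3 pool and its labelling protocol names the pool of 6. The authors deposited the scanner output of every array, which gives the median foreground and background intensity of each spot in both channels and the log10 ratio of Cy5 over Cy3, without normalization between arrays. An array held 21446 spots, of which 1075 were controls, and 20281 probes were tested. The median Cy3 intensity of an array lay between 216 and 249 in the fed group, 231.5 and 295.5 at 12 h, 167 and 172 at 24 h, and 235 and 291 at 72 h. These medians were 3.36 to 6 times the Cy3 background of the same array. The median Cy5 intensity was only 1.65 to 2.11 times its background. Spots that the scanning software marked as outliers were left out, between 0.27% and 1.29% of the spots of 11 arrays and 5.47% (1115 spots) on replicate 1 of 12 h. The background was corrected here with normexp (offset 50), all 24 channels were quantile normalized as in the paper's methods, and log2(Cy3/Cy5) was fitted with limma over all 12 arrays, with a mean for each time point. A fold change is the difference between the mean log ratios of the fasted and the fed pools, its error is the standard error (SE) of that difference, and adjusted p-values are Benjamini-Hochberg adjusted over all probes. A change is called where the adjusted p is under 0.05. The authors' own analysis of variance, with its removal of outliers through the reference channel, was not repeated. The number of arrays limits the precision of every value.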

During the first 12 hours of fasting, mice lost ~12% of their body weight (that is, 24% when expressed on a per-day basis). Thereafter, weight loss was steady at a rate of ~7% per day, so that mice had lost ~30% of their initial weight at 72 hours (Figure 2A). In Figure 2A the percentage of weight loss was used to give an insight into its cumulative reduction. Since the time intervals between the measurements were not identical, it was important to define a common denominator to determine the rate of body weight loss. For this reason, the rate of weight loss in consecutive time intervals was expressed as percent of weight loss per day. Gut wet weight declined more than body weight, having lost almost 50% of its initial weight after 72 hours of fasting. Small-intestinal weight loss was highest during the first 12 hours of fasting (~38% per day), low between 12 and 48 hours (~7% per day), to increase again between 48 and 72 hours (~29% per day). Protein content was only determined in fed and 48 h-fasted guts, declining approximately 20% in this period (Table 1). Changes in intestinal weight, therefore, reflect changes in intestinal protein content. Despite the pronounced loss of tissue mass, the basic morphology of the intestine remained unaffected (Figure 2B). In particular, the length of the villi did not change (Table 1). Using carbamoylphosphate synthetase (CPS, Figure 2B) as a marker for enterocytes and α-smooth-muscle actin (α-SMA, not shown) for smooth muscle, we could show that these two structural components accounted for ~75% and ~20%, respectively, of the intestinal volume in both fed and 72 h-fasted mice (Table 1). Alcian-blue staining for goblet cells showed no change in number between the fed and 72 h fasted condition (Table 1 and Figure 2B). These data demonstrate that fasting induces a proportional shrinkage of the components of the small intestine. The staining intensity of the DNA-synthesis marker PCNA increased 28% (P < 0.004) during the first 24 h of fasting and decreased to just 8% (P < 0.36) at 72 h (Figure 3A; Table 1), while the number of active caspase 3-positive cells (Figure 3B) had increased ~45% (24 h) and ~30% (72 h; Table 1) relative to the number before fasting. Since PCNA is both involved in DNA synthesis and repair, and since DNA synthesis is suppressed in the fasting intestine [7], these findings suggest that DNA repair mechanisms might be regulated.

**Table 1:** Body and organ weights and morphometrical measurements in fed and 72 h fasted mice

	fed	72 h fasting
body weight (g)	27.8 ± 0.9	18.9 ± 0.5*
intestinal wet weight (g)	1.2 ± 0.1	0.6 ± 0.1*
villus height (μm)	368 ± 63	353 ± 54
CPS-positive volume fraction (%)	72.2 ± 3.4	71.0 ± 0.5
αSMA-positive volume fraction (%)	24.6 ± 1.1	24.0 ± 3.0
PCNA volume fraction (%)	18.8 ± 1.4	20.6 ± 1.0
Alcian blue-positive cells^	68.7 ± 6.3	69.0 ± 11.1
caspase 3-positive cells^	56.0 ± 7.2	91.8 ± 14.9*
total protein content of the intestine^# ^(mg/g)	20.9 ± 2.2	16.8 ± 2.0*

Data are shown as average ± SEM. There are no significant differences between the experimental groups with regard to villus height, CPS-, αSMA- and PCNA-positive volume fraction, and number of Alcian-blue positive cells. Body and organ weight, caspase 3-positive cells, and total protein content differed significantly (*, P < 0.01). ^**: **for caspase 3- and Alcian blue-positive cells, the numbers are given per mm^2^. ^#^**: **total protein content of the gut was available for fed and 48 h-fasted animals only.

**Figure 1:**
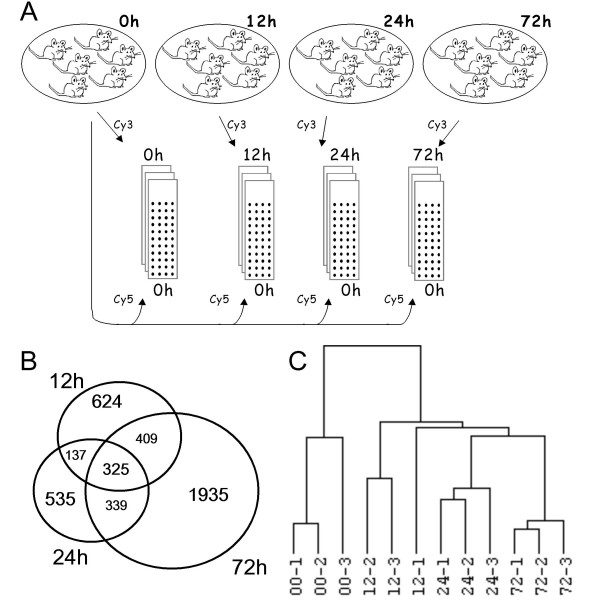
**Design of the microarray study**. A) Each of 3 microarrays per time point (0, 12, 24 and 72 hours of fasting) was hybridized with mRNA from a different pool of 2 animals, while mRNA obtained from a pool of 6 control intestines was used as reference. B) Numbers of significantly changed genes due to fasting: among 4304 genes differentially expressed (P < 0.01, ≥ 1.4-fold change), those changed at more than one time point of starvation are shown in the overlapping areas of the Venn diagram. C) Hierarchical clustering of microarrays shows segregation of different starvation time points into distinct branches of the dendrogram.

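The fed and 72 h arrays were deposited in a single file format and with a single signal range, and the 12 h and 24 h arrays in another. The median Cy5 intensity was 133.5 to 142 on fed arrays and 124 to 134 on 72 h arrays, but 404.5 to 627 at 12 h and 393 to 436 at 24 h. The Cy5 background differed as well, at 70 to 71 on fed arrays and 74 to 81 at 72 h. It was 210 to 296.5 at 12 h and 188 to 218 at 24 h. The comparisons of 72 h with 0 h and of 24 h with 12 h therefore lie within a format, whereas 12 h or 24 h against 0 h cannot be separated from it. Since the reference RNA is common to the arrays, its Cy5 signal was tested across time points as a control. After normalization, the Cy5 signal of 4451 probes differed between 12 h and 0 h and that of 4138 probes between 24 h and 0 h (limma, adjusted p under 0.05). At 72 h limma called 0 probes in Cy5, with 869 at an unadjusted p under 0.05. Across probes, the Cy5 channel correlated at 0.98 on average among fed arrays, at 0.978 between fed and 72 h arrays, at 0.875 between fed and 12 h arrays and at 0.901 between fed and 24 h arrays. Among the 12 h arrays themselves the mean correlation was 0.872. Without replicate 1 of 12 h, 7705 probes differed in Cy5 at 12 h, and without fed replicate 2, 1943 did. The log ratio takes up these differences, since each Cy5 signal is the denominator on its own array.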

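With limma and the thresholds of the legend, 450 probes passed at all 3 time points. A further 538 passed at 12 h and 24 h only, 441 at 12 h and 72 h only and 236 at 24 h and 72 h only. Probes that passed at a single time point numbered 1392 at 12 h, 1434 at 24 h and 1526 at 72 h. The fed pools serve as the control in every comparison, so some overlap arises without any effect of fasting. In 20 simulations of unchanged groups set against the fed pools, 35.1 to 35.6 probes on average passed at both of 2 time points, against 988 here for 12 h and 24 h, 891 for 12 h and 72 h and 686 for 24 h and 72 h. The fold changes of 12 h and 24 h correlated at 0.629 across probes, those of 12 h and 72 h at 0.459 and those of 24 h and 72 h at 0.51, whereas the simulated groups gave 0.495, 0.495 and 0.501. The simulated groups lacked the Cy5 and file-format differences that set the 12 h and 24 h arrays apart from the fed arrays. Overlap between 12 h and 24 h can therefore come from these differences as well as from fasting. Probes are not independent replicates. Of the probes shared by 2 time points, 1 of the 988, 36 of the 891 and 10 of the 686 changed in opposite directions. Passing at a single time point is no test of a difference between time points. Of the 1392 probes that passed at 12 h only, 82 differed between 12 h and both later time points at an adjusted p under 0.05.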

**Figure 2:**
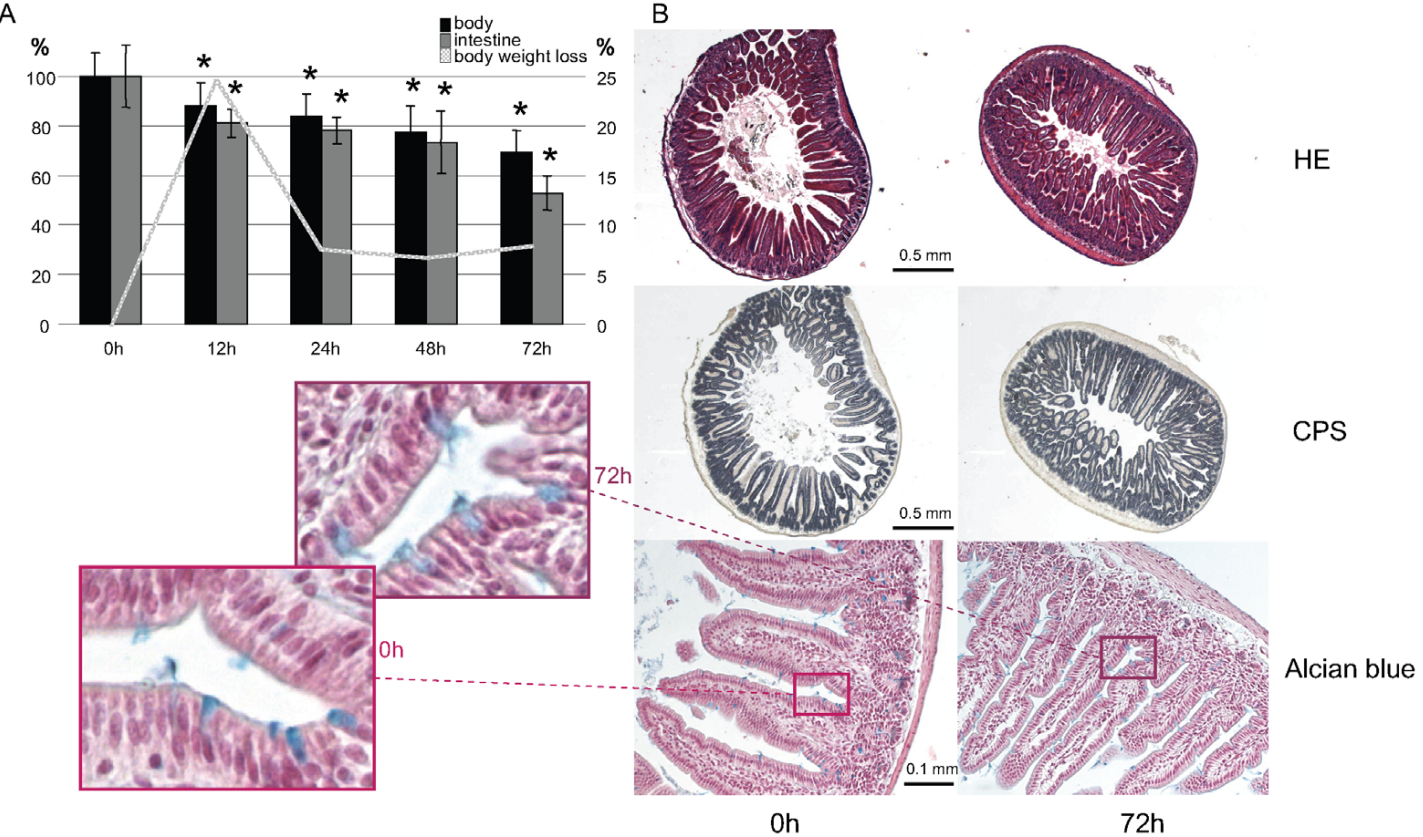
**Macro- and microscopic analysis of the fasting intestine**. A) Change in whole-body and intestinal weight during fasting as percentage of the control. Asterisks label significant changes in weight compared to the fed condition. The line represents the daily percentual change in body weight. B) Histology of representative intestinal samples at 0 and 72 hours of starvation (left and right panel, respectively) stained with hematoxylin and eosin (upper panels), carbamoylphosphate synthetase (middle panels), or Alcian blue (lower panels). Zoomed-in regions show blue-stained goblet cells. On the upper and middle panels bars represent 0.5, and on the lower Alcian blue-stained panel 0.1 mm.

**Figure 3:**
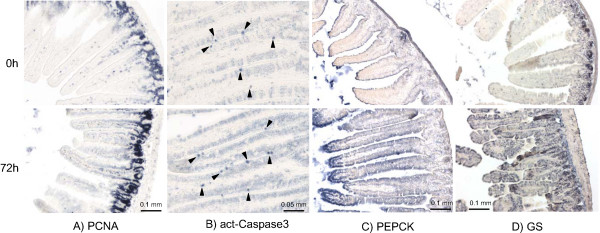
**Distribution of PCNA (A), active caspase 3 (B), phosphoenolpyruvate carboxykinase (C) and glutamine synthetase (D) protein **in fed and 72-hours fasted small intestine. The bars on the panels A, C and D represent 0.1 mm, and on B 0.05 mm.

### Global gene-expression profile in the small intestine

Out of 7590 transcripts, including expressed sequence tags and RIKEN sequences, which met our boundary condition for significance (P < 0.01), 4304 (57%) were ≥ 1.4-fold up- or downregulated. Of these, 1495, 1336 and 3008 transcripts were ≥ 1.4-fold changed after 12, 24, and 72 hours of fasting, respectively (Figure 1B). 

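Here 6143 of the 20281 probes had an unadjusted p under 0.01 at 1 or more time points in the limma fit, and 6017 of them (97.9%) were also at least 1.4-fold changed. A moderated F-test over the 3 comparisons with the fed pools called 5050 probes after adjustment. Direct comparison of every pool with the reference on its own array, in place of the fed arrays, gave 8854 probes, and the F-test without moderation of the variance 2789. A direct comparison keeps dye effects, since the dyes were not swapped, and does not set the fasted pools against the fed pools. The number of probes past the F-test fell to 2575 without replicate 1 of 72 h and rose to 7431 without replicate 1 of 12 h. The steps were tested on simulated arrays with the spread of the real ones, in which 200 of 20281 probes were changed 1.5- to 4-fold. The thresholds of an unadjusted p under 0.01 and 1.4-fold recovered 81% of the changed probes at 12 h, but 43.9% of the probes they called had not been changed. An adjusted p under 0.05 recovered 68%, and 1.45% of its calls were unchanged probes. The share of unchanged probes among the calls depends on how many probes are changed, here 200. It therefore does not carry over to the calls on the real arrays. The simulated arrays also had no difference in Cy5 between time points.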

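At these thresholds limma gave 2821 probes at 12 h (1291 higher, 1530 lower), 2658 at 24 h (1056 higher, 1602 lower) and 2653 at 72 h (1188 higher, 1465 lower). With an adjusted p under 0.05, 2208 probes were called at 12 h (988 higher), 2031 at 24 h (762 higher) and 2149 at 72 h (975 higher). With only the fed and the 12 h arrays in the fit, limma called 0 probes at 12 h, with 4241 at an unadjusted p under 0.05 and a lowest adjusted p of 0.053, whereas directly against the reference 4778 were called. The arrays of 12 h weighed unequally. Without replicate 1 of 12 h 4591 probes were called, and without fed replicate 3, 640. The 24 h count fell to 584 without fed replicate 1, and the 72 h count to 852 without replicate 1 of 72 h. Among the called probes, the change in Cy3 went the same way as the log ratio for 89.5% at 12 h, 91.9% at 24 h and 99.2% at 72 h. The Cy5 reference had changed by more than Cy3 for 54.2% of the called probes at 12 h, 31.8% at 24 h and 5.58% at 72 h. In a fit of the Cy3 channel of the same arrays, 24.8% of the probes called at 12 h, 49.5% of those at 24 h and 57.9% of those at 72 h were called in the same direction.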

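The lists of changed genes in Additional file 1 hold 1513 probes at 12 h, 1302 at 24 h and 3031 at 72 h, against the paper's reported 1495, 1336 and 3008. Matched on the feature number of the array, the listed log2 fold changes correlated across probes with those computed here at 0.942 for 12 h, 0.947 for 24 h and 0.973 for 72 h. The sign was the same for 99.7%, 99.7% and 99.6% of the listed probes. The lists were selected for large changes in both directions, which raises such correlations. Among the probes listed as higher the correlation was 0.503 at 12 h, 0.506 at 24 h and 0.892 at 72 h. With each fasted pool set directly against the Cy5 reference, the correlations over all listed probes were 0.975, 0.979 and 0.994, and with the Cy3 channel alone 0.74, 0.857 and 0.925. An adjusted p under 0.05 against the fed arrays was reached by 69.1% of the probes listed at 12 h, 51.8% at 24 h and 59.5% at 72 h. No overlap or enrichment was tested on the lists, since the 24 h list is shorter than the paper's count.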

[For a complete list of more than 1.4-fold up- or downregulated genes, see additional file 1.] A change higher than 2-fold occurred in 331, 196 and 903 genes after each of the fasting time points, respectively. 

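Among the probes with an unadjusted p under 0.01, 697 were at least 2-fold changed at 12 h (448 higher, 249 lower), 474 at 24 h (186 higher, 288 lower) and 767 at 72 h (394 higher, 373 lower). Under Feature Extraction's own log ratio these counts were 1600, 2477 and 2293, and without background correction 306, 153 and 455. The share that was higher at 12 h, 64.3%, ranged from 14.8% with median centring to 83.2% with loess within each array. Some of the largest changes with all 3 fasted pools on the same side of all 3 fed pools are given by symbol. At 12 h Anpep, which encodes an aminopeptidase of the brush border, was 10.8-fold higher (log2 3.43 ± 0.78, adjusted p = 0.016), of which 2.13 on the log2 scale came from a lower Cy5 signal, and it was not called in Cy3 alone. Cnot7 was 4.13-fold lower (log2 -2.05 ± 0.28, adjusted p = 0.002) and also lost its call in Cy3 alone. At 24 h the serine protease gene Hpn was 6.55-fold higher (log2 2.71 ± 0.51, adjusted p = 0.0071) and the metallothionein gene Mt1 5.55-fold higher (adjusted p = 0.00077). The largest falls at 24 h were those of a probe of Bcl2l (A_65_P07647), 3.49-fold (adjusted p = 0.01), and of Emx2, 3.32-fold (adjusted p = 0.012), neither of which was called in Cy3 alone. At 72 h the calbindin gene Calb3 was 17.2-fold lower (log2 -4.1 ± 0.2, adjusted p = 1e-07), the joining chain of immunoglobulins Igj 9.3-fold lower (log2 -3.22 ± 0.24, adjusted p = 5e-06), and Pmaip1, which encodes a pro-apoptotic member of the Bcl2 family and ranked the fifth among such rises, 7.14-fold higher (log2 2.84 ± 0.21, adjusted p = 5e-06). Calb3, Igj and Pmaip1 were called at 72 h in every alternative and without each array in turn.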

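The arrays were clustered on log2(Cy3/Cy5) over all 20281 probes. The mean correlation between arrays of a single time point was 0.57 and that between arrays of different time points 0.21, a difference of 0.36 (permutation test of the time-point labels with 100000 resamples, p = 5e-05). The 72 h arrays correlated most closely, at 0.81 to 0.85, followed by the 24 h arrays at 0.6 to 0.65. The 12 h arrays correlated at 0.18 to 0.54 and the fed arrays at 0.2 to 0.78. In the tree, fed, 24 h and 72 h arrays each formed a branch of their own. Replicates 2 and 3 of 12 h joined the 24 h arrays before replicate 1 of 12 h joined them. Without replicate 1 of 12 h, all 4 time points had a branch of their own, whereas only 2 time points did without fed replicate 1. The difference within minus between time points stayed between 0.31 and 0.4 when each array was left out in turn.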

A dendrogram (Figure 1C) generated by unsupervised hierarchical clustering of the arrays (using the entire probe collection), with correlation used as the similarity measure and average linkage as clustering parameters, revealed that the successive time points separated into distinct branches. 

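The reference RNA in Cy5 measures how far arrays differ apart from the intestines studied, provided that no Cy3 signal reaches the Cy5 channel, which stays open. In quantile-normalized log2 units, the standard deviation over probes of the Cy5 change against the fed arrays was 0.501 at 12 h, 0.508 at 24 h and 0.197 at 72 h. A moderated F-test of the Cy5 channel over the 4 time points called 5844 probes. Within the shared signal range of the 12 h and 24 h arrays, 2920 probes differed in Cy5, and between 72 h and 24 h 2792 did. Cy5 and Cy3 changes of the same probes correlated at 0.574 at 12 h, 0.715 at 24 h and 0.27 at 72 h, so that part of each cancels in the log ratio. In the log ratio, 597 probes differed between 24 h and 12 h, 2180 between 72 h and 12 h and 2149 between 72 h and 24 h.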

The apparent predominance of biological over technical variation is a benchmark of the quality of the microarray analysis. 

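Several transcripts that the paper lists as markers of short-term or prolonged fasting were measured by probes of their own name. The carbonic anhydrase gene Car1, listed for 12 h, was 2.17-fold higher (log2 1.12 ± 0.94, n = 2 fasted and 3 fed pools, adjusted p = 0.46), and its pools overlapped those of the fed group. Cubn was 2.31-fold lower (log2 -1.21 ± 0.34, n = 2 fasted and 3 fed pools, adjusted p = 0.042), but lost its call in several alternatives, among them the Cy3 channel alone and the fit of only the fed and 12 h arrays, and without fed replicate 1 or 3 or replicate 3 of 12 h. The fit of only the fed and 12 h arrays called 0 probes, so that loss is not particular to Cubn. Slc34a2, a phosphate transporter listed for 12 h and 24 h, was 3.6-fold higher (log2 1.85 ± 0.27, n = 2 fasted and 3 fed pools, adjusted p = 0.0029) at 12 h and 1.94-fold higher at 24 h (adjusted p = 0.026; not called without fed replicate 1 or 2), while its other probe was called at neither time point. Of those listed for 72 h, Dnclcl was 3.99-fold lower (log2 -2 ± 0.26, adjusted p = 0.00045), Ikbkg 5.67-fold higher (adjusted p = 0.0061), Creb3 4.33-fold higher (adjusted p = 0.0098), Lipc 3.67-fold higher (adjusted p = 0.0056) and Jak3 2.7-fold higher (adjusted p = 0.048). Tnxb, also listed for 72 h, was 1.74-fold lower (log2 -0.8 ± 0.49, adjusted p = 0.34) and its pools overlapped those of the fed group. Directly against the reference its log2 ratio was -1.88 (adjusted p = 0.0016). For Timp2, 1 of 3 probes (A_65_P12392) was 3.65-fold higher (adjusted p = 0.0019) and the others 1.36-fold higher (adjusted p = 0.25) and 1.08-fold higher (adjusted p = 0.78). The probes of Pcdh18 were 4.86-fold higher (adjusted p = 0.0082) and 1.53-fold higher (adjusted p = 0.14). A called change at 1 time point does not show that it differs from the others. Of the 1930 probes past an unadjusted p of 0.01 and 1.4-fold at 12 h but not at 72 h, 637 differed between these time points at an adjusted p under 0.05. Of the 1762 that passed at 72 h but not at 12 h, 765 did.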

Because the time points investigated represent different, successive phases of the fasting response, the set of transcripts that were uniquely up- or downregulated at each of the time points can be used as biological markers to follow the effects of interventions of the fasting regimen [see additional file 2, supplementary table 2].

### Quantitative real-time polymerase chain reaction analysis of selected transcripts

The quantitative nature of the microarray data was validated with qPCR, using 18S ribosomal RNA as an internal reference. 

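The genes measured by qPCR included glutamine synthetase (Gs, in the files Glul), Pepck (Pck1), Pdk4, Rxrα, Ccng2, Casp6 and H2-Ab1, each with a probe on the arrays. At 12 h Rxrα was 1.37-fold higher, not called (adjusted p = 0.57). Ccng2 was 2.29-fold lower (log2 -1.2 ± 0.15, adjusted p = 0.002) at 12 h and 1.85-fold lower at 24 h. H2-Ab1 was 1.09-fold higher at 12 h (adjusted p = 0.72) and 1.7-fold lower at 24 h (adjusted p = 0.028).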

Of the 8 genes studied, 5 were up- and 3 downregulated by fasting, responding with a 1.3–9.2-fold change in expression on the microarrays. Irrespective of whether the transcripts were rare (*Gs *and *Pdk4*) or abundant (*Pepck *and *UbC*), their changes in expression were similar in the microarray and qPCR quantifications (Figure 4). 

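The qPCR measurements themselves are not analysed here. On the arrays, Rxrα was 5.32-fold higher (log2 2.41 ± 0.5, adjusted p = 0.0066) at 72 h. Ccng2 was 3.65-fold lower (log2 -1.87 ± 0.15, adjusted p = 9.7e-06), Casp6 3.56-fold lower (log2 -1.83 ± 0.19, adjusted p = 0.00011) and H2-Ab1 3.39-fold lower (log2 -1.76 ± 0.2, adjusted p = 0.00019). All 3 pools of 72 h lay on the same side of all 3 fed pools for each of these 4 genes. Rxrα was not called at 72 h without moderation of the variance. Intensities of different probes are not compared, so the arrays give no order of abundance among the genes.

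**Figure D1:**
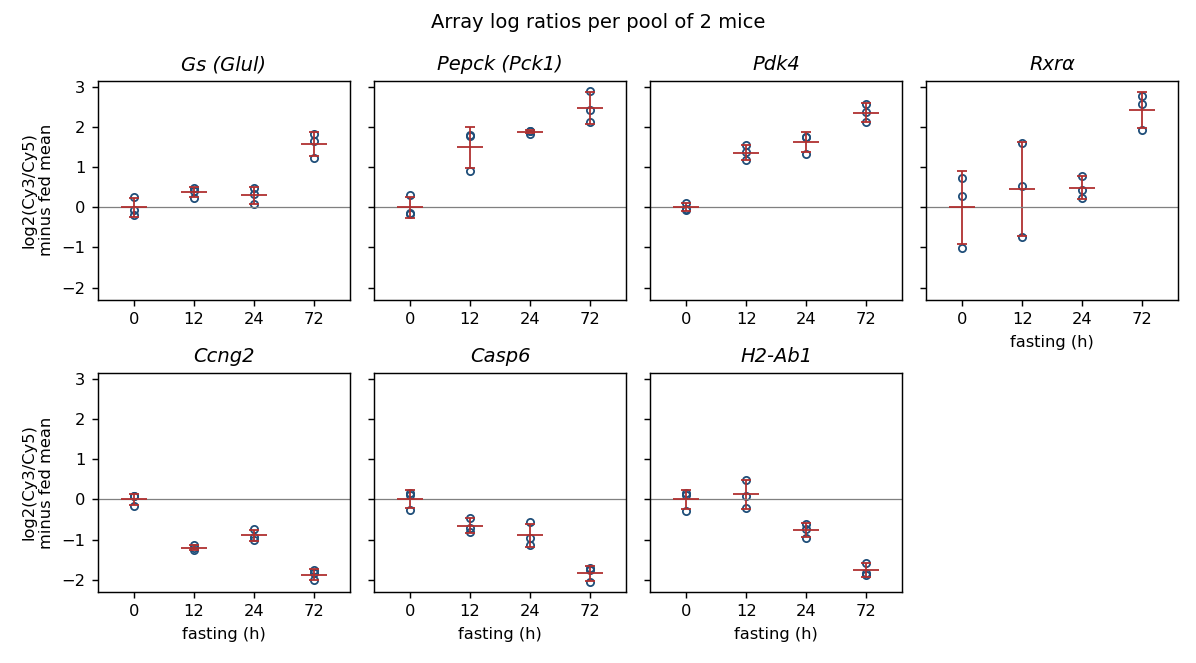
Array log ratios of 7 of the genes measured by qPCR, with the hours of fasting on the x axis and log2(Cy3/Cy5) minus the mean of the fed pools on the y axis. Circles are pools of 2 mice, 3 per time point, and the red dash and bar give their mean ± SD. At 72 h Ccng2, Casp6 and H2-Ab1 lie below the fed pools and the other genes above them.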

The increase in *Gs *and *Pepck *expression was of interest, since the number of enterocytes expressing these enzymes increased concomitantly (Figure 3). 

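Glutamine synthetase was measured by 2 probes of Glul. The first (A_65_P03762) was 1.3-fold higher (adjusted p = 0.2) at 12 h, 1.22-fold higher (adjusted p = 0.34) at 24 h and 2.97-fold higher (log2 1.57 ± 0.19, adjusted p = 0.00031) at 72 h. The other (A_65_P17263) was 2.09-fold higher (log2 1.06 ± 0.24, adjusted p = 0.018) at 24 h, a call that was lost without fed replicate 1, fed replicate 2 or replicate 2 of 24 h. For Pepck, measured by a single probe of Pck1 (A_65_P03905), the log ratio rose further between 12 h and 72 h, by 0.98 on the log2 scale (adjusted p = 0.023). The counts of stained enterocytes are not analysed here.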

The main difference between the time points is much more intense staining at the cytoplasm of the enterocytes, while the nuclei remained unstained.

**Figure 4:**
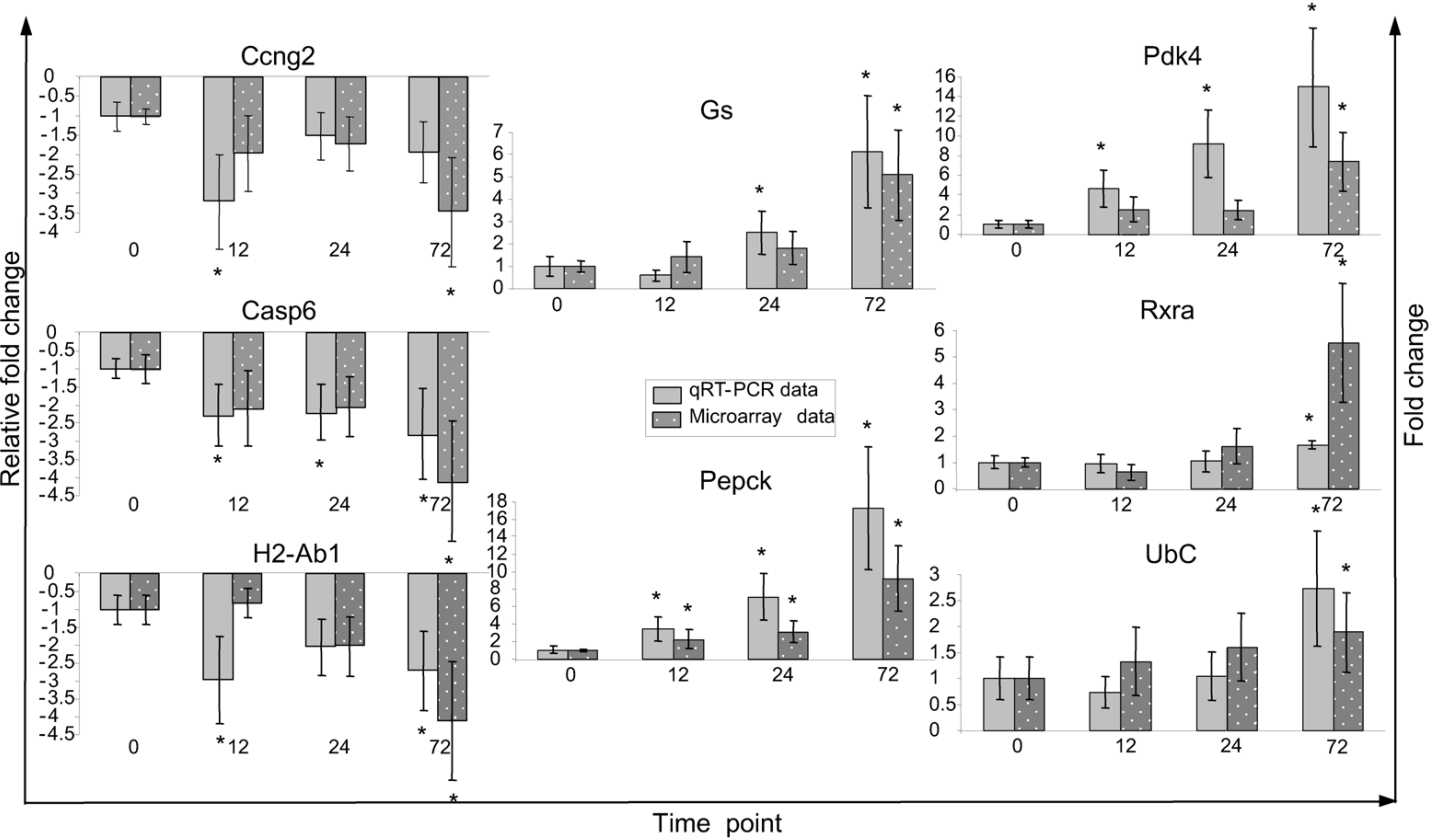
**Quantitative PCR analysis **of cyclin G2 (*Ccng2*), caspase 6 (*Casp6*), histocompatibility 2, class II antigen A, beta 1 (*H2-Ab1*), glutamine synthetase (*Gs*), phosphoenolpyruvate carboxykinase 1 (*Pepck1*), pyruvate dehydrogenase kinase 4 (*Pdk4*), retinoid × receptor α (*Rxrα*) and ubiquitin C (*UbC*) in duplicate samples of 6 mice. mRNA levels were related to 18S rRNA levels. Plain bars refer to microarray data, whereas spotted bars represent qPCR data. Asterisks indicate significant change in comparison to 0 h (P < 0.05; n = 6).

### Global analysis reveals a transient early and gradual late intestinal response to fasting

Cluster analysis did not reveal biologically meaningful groups of genes. In this respect, GenMAPP and, in particular, MetaCore™ were more informative tools to search for coordinate changes in metabolic pathways. The biochemical and signaling pathways in the small intestine that were affected by fasting were identified using P < 0.01 and ≥ 1.4-fold change as thresholds for individual genes. Figure 5, based on the MetaCore™ approach, reveals that pathways involved in amino-acid, energy, lipid, and carbohydrate metabolism, apoptosis, and cell-cycle control responded with a significant change in expression upon fasting. 

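The MetaCore maps are not used here, and 10 sets of genes written out by symbol took their place. Each gene was represented by its brightest probe, and the sets were tested against the 10468 genes with a symbol. Of the 30 tests, 10 sets at 3 time points, limma's camera with its preset correlation of 0.01 gave an adjusted p under 0.05 for 4. These were the electron-transport chain at 24 h and 72 h, and fatty-acid oxidation and the cell cycle at 72 h, all lower. The number of such tests ranged from 1 with the Cy3 channel alone to 8 with fry, and was 7 with median centring. All 4 held under fry, which estimates the correlation between genes from the arrays and covered the 9157 genes with a value on every array. As many camera tests passed in 52 of 100 regroupings of the arrays, the real one included. The hypergeometric test of the paper's methods, on genes with an unadjusted p under 0.01 and at least 1.4-fold changed, also gave 4 adjusted p-values under 0.05, for the electron-transport chain at all 3 time points and fatty-acid oxidation at 72 h. Amino-acid metabolism, carbohydrate metabolism and apoptosis passed neither test. Under fry, carbohydrate metabolism also passed, higher at 12 h and lower at 72 h. The genes that oppose apoptosis passed fry at 12 h and 24 h, lower at both.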

The graph in Figure 5 presents P-values as parameter of the likelihood that coordinate changes in the pathways shown were indeed present at the different time points of fasting. As statistical parameter, the P-value encompasses no variation. The changes in amino-acid metabolism, cell-cycle and apoptosis were remarkably biphasic, with a transient early response that peaked at 12 hours after food withdrawal and a late response that became more pronounced with the duration of fasting. 

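Of the 62 genes of amino-acid metabolism, 19 passed an unadjusted p of 0.01 and 1.4-fold at 12 h (8 higher, 11 lower), 9 at 24 h and 15 at 72 h. The adjusted hypergeometric p was 0.066, 0.59 and 0.28, and the adjusted camera p 0.83, 0.92 and 0.6. The median log2 change of this set was -0.03 at 12 h, although camera put the set on the higher side. Of the 55 cell-cycle genes, 16 passed at 12 h (12 lower), 10 at 24 h (5 lower) and 16 at 72 h (13 lower). At 72 h the median log2 change was -0.26, with 41 of the 55 genes lower (camera, adjusted p = 0.047), and the call was lost with plain subtraction of the background, with loess, with Feature Extraction's log ratio, in the Cy3 channel alone, without moderation of the variance, with only the probes well above background, with only the fed and 72 h arrays in the fit, and without fed replicate 1, fed replicate 3 or any array of 72 h. At 24 h their median was 0.04, while camera's direction was down. The genes that promote apoptosis had median changes of -0.02, -0.04 and -0.09 (camera, adjusted p = 0.65, 0.44 and 0.21). For the 14 genes that oppose apoptosis the adjusted camera p was 0.21, 0.25 and 0.44. Their medians were -0.2, -0.04 and -0.03, while camera's direction was down at 12 h and 24 h and up at 72 h. From the P-values of the maps over time (Figure 5), the paper reasons that fasting evokes an early transient response and a late one that grows with its duration.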

Since all animals were sacrificed at the same time point during the day, the early, transient effects of fasting cannot be ascribed to a circadian rhythm. The figure further reveals that the changes in energy and carbohydrate metabolism became more pronounced with continued fasting, whereas lipid catabolism was no longer regulated at 72 hours. 

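Carbohydrate metabolism (43 genes) had a median log2 change of 0.05 at 12 h and at 24 h and of -0.31 at 72 h, with 29 genes lower at 72 h (camera, adjusted p = 0.13). The numbers past an unadjusted p of 0.01 and 1.4-fold were 9, 5 and 11. The citric-acid cycle (23 genes) fell to a median of -0.42 at 72 h, with 20 genes lower (camera, adjusted p = 0.05, unrounded above the threshold). In fatty-acid oxidation (29 genes), 7 genes passed the thresholds of p and fold at 12 h (3 higher, 4 lower), 5 at 24 h and 12 at 72 h (2 higher, 10 lower). The higher genes include Acadvl at each time point, whose probe gave a value on only 1 fed array. The median log2 change of this set was 0.14 at 12 h, -0.07 at 24 h and -0.16 at 72 h, and its adjusted camera p was 0.36, 0.66 and 0.047. The camera call at 72 h was lost with plain subtraction of the background, loess, the Cy3 channel alone and 4 other alternatives, and without fed replicates 1 or 2 or replicates 1 or 3 of 72 h.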

The common denominator of the transient early response appeared to be amino-acid metabolism and cell turnover (cell cycle, apoptosis), whereas the late response was associated with energy metabolism (carbohydrate and energy metabolism) and cell turnover. However, this global analysis does not reveal the direction of the changes and lacks functional detail. In the next sections, we therefore scrutinize some of the individual pathways to deduce the putative functional consequences.

**Figure 5:**
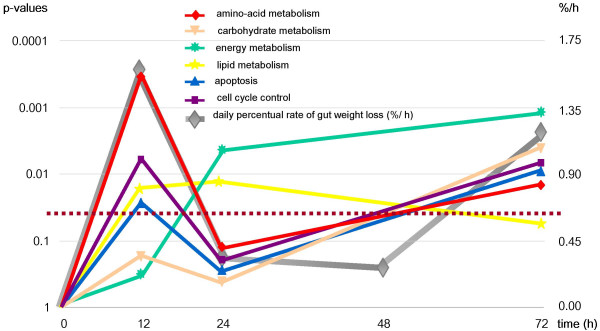
**Adaptive changes in metabolic and cellular processes in the small intestine during fasting**. The significance of changes in mRNA levels within (a group of) pathways across time was analysed with MetaCore™ software. The P-values in the pathways are calculated using the hypergeometric distribution, where the P-value represents the probability of particular mapping arising by chance, given the numbers of genes in the set of all genes in pathways, genes in a particular pathway and genes in the present experiment. The pathways are grouped into processes as defined in MetaCore™ version 3.0. The dotted line represents the significance threshold (0.05). The daily percentual change of intestinal weight during fasting is shown on the secondary y-axis.

### Fatty-acid catabolism

The expression of the transcription factor *Pparα*, a major regulator of fatty-acid oxidation, was upregulated at 12 hours and even more so at 24 hours of fasting. 

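The probe that the files name Ppara (A_65_P12172) was 2.03-fold higher (log2 1.02 ± 0.25, adjusted p = 0.022) at 12 h and 1.87-fold higher (log2 0.9 ± 0.25, adjusted p = 0.036) at 24 h. Its 12 h pools overlapped the fed pools, and its Cy3 signal alone changed the other way, by -0.25. The fold changes that the paper lists for Pparα match another probe, which the files name J0258F03-3 (A_65_P11016). This probe was 2-fold higher (log2 1 ± 0.21, adjusted p = 0.012) at 12 h and 3.03-fold higher (log2 1.6 ± 0.21, adjusted p = 0.0011) at 24 h, with all fasted pools above all fed pools. Its call at 12 h was lost without fed replicate 3, with median centring, in the Cy3 channel alone and with only the fed and 12 h arrays in the fit. That last fit called 0 probes at 12 h.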

The genes that are involved in the first stage of very long-chain fatty-acid oxidation (acyl-coenzyme A dehydrogenase (*Acadyl*) and the α-subunit of the trifunctional protein (*Hadha*)) were upregulated at 12 hours of fasting, but this increase changed to down-regulation at 72 hours (Figure 6). 

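Acadvl was measured by 1 probe (A_65_P16647), which gave a value on only 1 of the 3 fed arrays after outlier spots were left out. Against that array the log2 change was 3.46 at 12 h and 2.14 at 72 h (n = 2 fasted pools each), values that carry no spread of the fed group. With outlier spots kept it was 1.68 at 12 h (adjusted p = 0.045) and 0.7 at 72 h (adjusted p = 0.42). Directly against the reference on the same arrays, the log2 ratio was 1.88 at 12 h (adjusted p = 6e-04) and 0.55 at 72 h (adjusted p = 0.13). The probe matching the listed values for Hadha is named C77020 (A_65_P19015) in the files. It was 2.63-fold higher (log2 1.4 ± 0.29, n = 2 fasted and 2 fed pools, adjusted p = 0.014) at 12 h and 1.09-fold lower (log2 -0.12 ± 0.27, n = 3 fasted and 2 fed pools, adjusted p = 0.82) at 72 h. Directly against the reference the log2 ratio at 72 h was -0.58 (adjusted p = 0.024). The log ratio of Hadha fell by 1.52 on the log2 scale between 12 h and 72 h (adjusted p = 0.0049).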

[For a complete list of *Pparα *– regulated genes see additional file 2, supplementary table 3; the gene lists that are specific for pathways in Figures 6, 7, 8, 9, 10 are shown in additional file 3.] The expression of HMGCoA synthase2 was stimulated throughout the fasting period (Figure 7), facilitating the synthesis of ketone bodies from acetyl-CoA. 3-Hydroxy-3-methylglutaryl-coenzyme A reductase (*Hmgcr*), the rate-determining enzyme of sterol biosynthesis, was downregulated 1.5-2-fold at all three time points (data not shown). Finally, genes involved in glycerol metabolism (glycerol kinase (*Gyk*), mitochondrial glycerolphosphate dehydrogenase 2 (*Gpd2*) and triosephosphate isomerase (*Tpi*)) became downregulated during prolonged fasting, whereas the fatty-acid transporter *Cd36 *became upregulated (not shown). These data underscore that lipid catabolism subserves energy metabolism in the small intestine during the first day of fasting only.

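At 72 h Gpd2 was 1.89-fold lower (log2 -0.92 ± 0.22, adjusted p = 0.016) and Tpi 2.41-fold lower (log2 -1.27 ± 0.27, adjusted p = 0.0088), with all pools below the fed pools, and both calls were lost without fed replicate 3. Gyk was 1.5-fold lower (adjusted p = 0.13) at 72 h and 1.89-fold lower (log2 -0.92 ± 0.23, adjusted p = 0.026) at 24 h, a call that was lost with Feature Extraction's log ratio, without moderation of the variance, and without fed replicate 1 or 3 or replicate 1 or 3 of 24 h. Cd36 was 2.43-fold higher (log2 1.28 ± 0.2, n = 3 fasted and 2 fed pools, adjusted p = 0.002) at 72 h, after 1.49-fold higher (adjusted p = 0.11) at 12 h, a value from 2 of 3 pools.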

**Figure 6:**
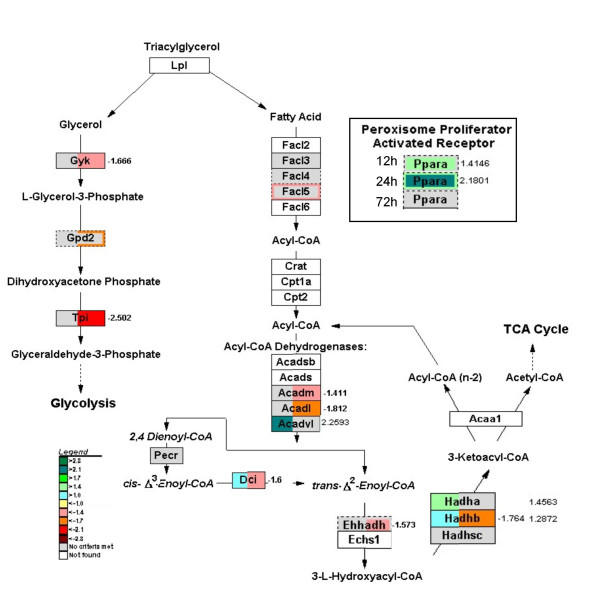
**GenMAPP pathway showing changes in expression of the transcription factor PPARα and fatty-acid degrading enzymes upon fasting**. The upregulation of *Pparα *correlates with the upregulation of fatty acid β-oxidation involved *Acadvl *and *Hadha *at 12 h of fasting, while the prolonged fasting provokes downregulation of 6 genes involved in this process and return to control values of *Pparα *expression (regulation of PPARα target genes involved in other processes is shown in the additional file 2, supplementary table 3). Warm colors (from yellow to red) represent down-regulation, while cold (light blue to dark green) indicate an induction (with exact fold-change shown aside the boxes). Gray indicates no significant change. Genes not coupled to reporters on the array are shown in white. Genes represented by more than one sequence on the array are shown in a dash-lined box with the level of change depicted by a colored line surrounding the field.

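At 72 h, 7 genes of fatty-acid oxidation on these maps were called lower. The largest fall was that of Cpt2, 3.59-fold lower (log2 -1.84 ± 0.21, adjusted p = 0.00026), followed by Ehhadh (probe 1300002P22Rik), 2.01-fold lower (log2 -1.01 ± 0.2, adjusted p = 0.0051), and Acadl, 1.95-fold lower (log2 -0.96 ± 0.22, adjusted p = 0.013). Crot was 1.81-fold lower (adjusted p = 0.0097), Hadhb (4930479F15Rik) 1.73-fold lower (adjusted p = 0.015) and Acadm 1.58-fold lower (adjusted p = 0.041). Dci was 1.53-fold lower (adjusted p = 0.037). The calls for Acadm and Dci were lost whenever 1 of the 72 h arrays was left out. Ppara was 1.31-fold higher (log2 0.39 ± 0.25, adjusted p = 0.36) at 72 h by the probe of that name and 1.72-fold higher (log2 0.78 ± 0.21, adjusted p = 0.029) by J0258F03-3, a call that was lost without fed replicate 2 or 3 or any array of 72 h.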

**Figure 7:**
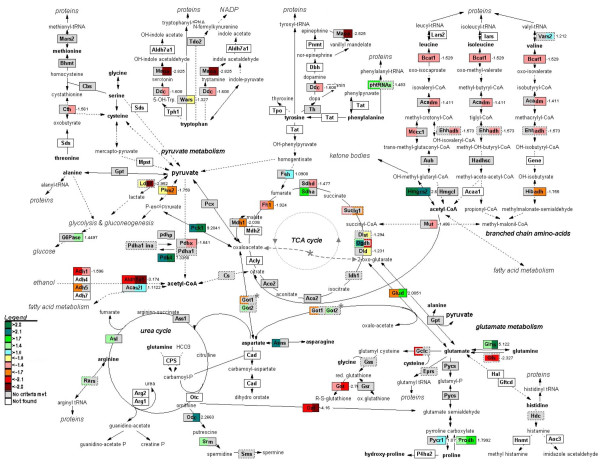
**Changes in expression of amino-acid metabolizing enzymes in the fasting mouse intestine**. Changes observed after 12 or 72 hours of starvation are shown in color code on the left and right side of the enzyme box, respectively. The color code is the same as in Figure 6. The asterisk indicates the position of Got2.

**Figure 8:**
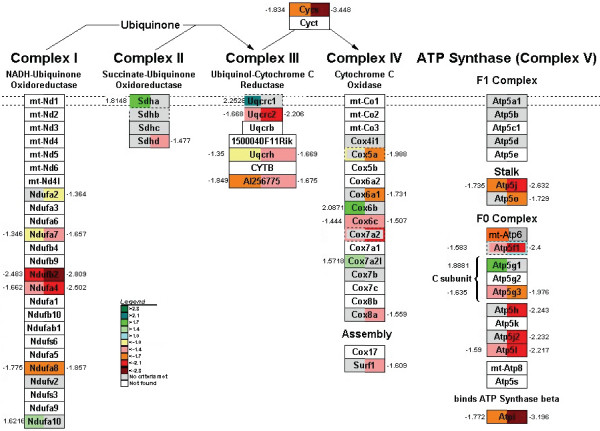
**GenMAPP showing changes in expression of the electron-transport chain during fasting**. At 12 hours of fasting, 14 out of 39 respiratory chain genes linked to our data were downregulated, whereas 6 genes, scattered over all 5 complexes, were upregulated. At 72 hours, 4 out of 7 complex-I genes, 1 out of 4 complex-II genes, 3 out of 4 complex-III genes, 6 out of 10 complex-IV genes, 8 out of 13 complex-V genes, and cytochrome C were downregulated. The color code and map description are the same as in Figure 6.

**Figure 9:**
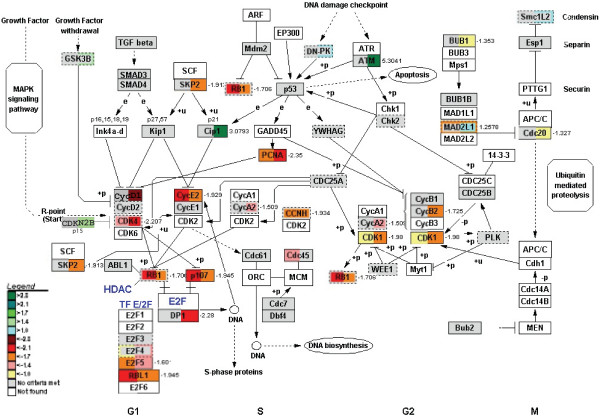
**GenMAPP showing changes in expression of cell-cycle regulating genes upon fasting**. Nine cyclin- and cyclin-dependent kinase-coding genes show moderate to strong downregulation at both early and prolonged fasting, while 3 of their inhibitors are upregulated in prolonged starvation. At least 4 regulators of cell-cycle transition are also strongly downregulated, indicating overall slow-down of the cell turnover. For the color code and map description see Figure 6.

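Among the other regulators on this map, Skp2 was 1.83-fold lower (log2 -0.87 ± 0.17, adjusted p = 0.0055) and Tfdp1 2.39-fold lower (log2 -1.26 ± 0.21, adjusted p = 0.0021) at 72 h. Mad2l1 was 1.81-fold lower (adjusted p = 0.012) at 12 h and 1.77-fold lower (adjusted p = 0.0093) at 72 h. E2f5 was 1.68-fold lower (adjusted p = 0.036) at 12 h and 1.44-fold lower (adjusted p = 0.12) at 72 h. The 72 h calls of Skp2, Tfdp1 and Mad2l1 were lost in the Cy3 channel alone, and the 12 h calls of Mad2l1 and E2f5 also without fed replicate 3. For the gene set as a whole and for the cyclins, values are given with the text on the cell cycle.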

**Figure 10:**
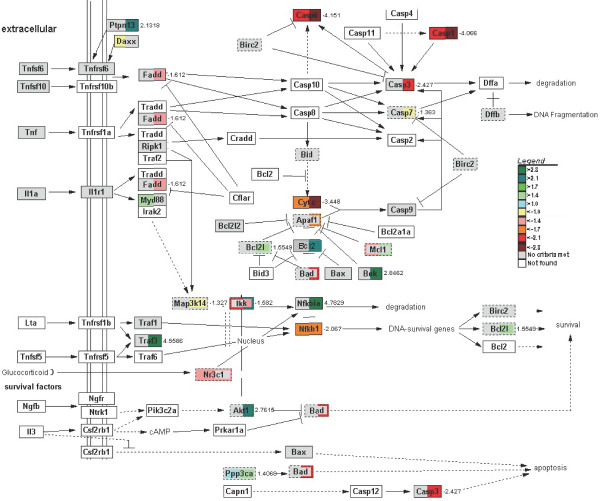
**GenMAPP showing changes in expression of apoptosis regulating genes upon fasting**. Proapoptotic genes are shown to be down-, and antiapoptotic upregulated in both early and extended fasting. The color code and map description are the same as in Figure 6.

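At 72 h the pro-apoptotic gene Fadd was 1.66-fold lower (log2 -0.73 ± 0.2, adjusted p = 0.03), whereas Bok, also pro-apoptotic, was 2.38-fold higher (log2 1.25 ± 0.21, adjusted p = 0.0019). The call for Fadd was lost without fed replicate 1 or 3 and without replicate 1 or 3 of 72 h. Nfkbia was 4.36-fold higher (log2 2.12 ± 0.25, n = 2 fasted and 3 fed pools, adjusted p = 0.00032), Traf3 3.83-fold higher (adjusted p = 0.0038), Nfkb1 1.88-fold lower (adjusted p = 0.0097) and Ptpn13 1.87-fold higher (adjusted p = 0.013). The calls for Nfkb1 and Ptpn13 were lost without replicate 1 of 72 h. The anti-apoptotic gene Mcl1 was, by probe A_65_P16780, 1.61-fold lower (log2 -0.69 ± 0.14, adjusted p = 0.012) at 12 h, 1.47-fold lower (adjusted p = 0.028) at 24 h and 1.63-fold higher (log2 0.71 ± 0.14, adjusted p = 0.0066) at 72 h. At 12 h its Cy3 signal changed by 0.09 and its Cy5 signal rose by 0.78 on the log2 scale, whereas at 24 h Cy3 changed by -0.32 and Cy5 by 0.24. The 24 h call was lost with Feature Extraction's log ratio, in the Cy3 channel alone, and without fed replicate 1 or 3 or replicate 1 or 3 of 24 h. The other Mcl1 probe, A_65_P17439, was called at no time point.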

### Amino-acid and carbohydrate-backbone metabolism

Of all pathways studied in the fasting gut, the adaptive changes in amino-acid metabolism were most pronounced, showing a predominant but transient response on the first day of fasting and another, less pronounced response during the later phase (Figure 5). 

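Of the genes in each set, the share past an unadjusted p of 0.01 and 1.4-fold at 12 h was 30.6% for amino-acid metabolism, 46.2% for the electron-transport chain, 39.1% for the citric-acid cycle, 29.1% for the cell cycle, 28.6% for genes that promote apoptosis, 24.1% for fatty-acid oxidation and 20.9% for carbohydrate metabolism. For amino-acid metabolism the share was 14.5% at 24 h and 24.2% at 72 h. The differences between sets were not tested against each other.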

To generate an overall view of these adaptive changes, we created a cumulative map of amino-acid metabolizing pathways within the GenMAPP environment (Figure 7).

#### Early changes

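Additional file 3 lists 25 fold changes of amino-acid metabolism at 12 h, of which 12 are higher and 13 lower. A probe of that name gave a value here for 23 of them. The direction was the same for 22, and 15 were called in that direction. At 24 h 15 of the 17 listed values had a probe, all with the same direction, and 6 were called. At 72 h 28 of the 30 listed values had a probe, 24 with the same direction, and 15 were called in that direction.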

Most of the early changes in amino-acid metabolism converge on glutamine and glutamate. 

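Asns, measured by probe A_65_P13068, was 3.15-fold higher (log2 1.65 ± 0.22, n = 3 fasted and 3 fed pools, adjusted p = 0.002) at 12 h, and all fasted pools lay above all fed pools. By 24 h it was 1.26-fold higher (adjusted p = 0.35), and at 72 h 1.18-fold lower (adjusted p = 0.55). The difference between 12 h and 72 h was -1.89 on the log2 scale (adjusted p = 0.00036).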

The 2.5-fold increased concentration of asparagine synthetase (*Asns*) mRNA is indicative for a deficiency in cellular amino acids, in particular glutamine [8]. 

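Gclc was 1.25-fold higher (log2 0.32 ± 0.41, adjusted p = 0.64) at 12 h and 1.74-fold higher (log2 0.8 ± 0.41, adjusted p = 0.23) at 24 h, neither called. At 72 h it was 2.26-fold higher (log2 1.17 ± 0.41, adjusted p = 0.085), with all pools above the fed pools. Gclm, which encodes the other subunit of the enzyme, was 2.38-fold lower (log2 -1.25 ± 0.21, n = 2 fasted and 3 fed pools, adjusted p = 0.0052) at 12 h by the probe that the paper lists. For glutamine synthetase, probe A_65_P17263 was 1.64-fold higher (log2 0.71 ± 0.27, n = 2 fasted and 3 fed pools, adjusted p = 0.1) at 12 h.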

The downregulation of cytosolic glutamate-consuming γ-glutamylcysteine synthetase (*Gclc*) and the upregulation of glutamine synthetase can therefore be interpreted as an effort to preserve the cytosolic glutamine levels. The strong reduction in expression of mitochondrial glutaminase (*Gls*) points to preservation of mitochondrial glutamine and reduction of ammonia production. Similarly, the strongly decreased expression of mitochondrial ornithine transaminase (*Oat*), which, in enterocytes, transaminates glutamate to ornithine [9], and the increased expression of mitochondrial proline oxidase (/dehydrogenase – *Prodh*) both have a sparing effect on mitochondrial glutamate. Furthermore, the 2-fold downregulation of mitochondrial glutamate dehydrogenase (*Glud*), in conjunction with the enhanced NADH production during fatty acid oxidation, suggests that mitochondrial glutamate does not feed the citric-acid cycle via deamination. 

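At 12 h Oat was 1.7-fold lower (log2 -0.77 ± 0.24, n = 2 fasted and 3 fed pools, adjusted p = 0.055), not called, and was called with outlier spots kept, with median centring, directly against the reference, and without fed replicate 2 or replicate 1 of 12 h. Prodh was 1.36-fold higher (log2 0.44 ± 0.17, adjusted p = 0.099), not called, although all fasted pools lay above all fed pools.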

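Glud (A_65_P13395) was 1.99-fold lower (log2 -0.99 ± 0.21, n = 2 fasted and 3 fed pools, adjusted p = 0.013) at 12 h. The Cy3 signal fell by 0.44 and the Cy5 signal of the reference rose by 0.55 on the log2 scale. The call was lost in Cy3 alone and without fed replicate 3 or replicate 3 of 12 h. At 24 h Glud was 1.41-fold higher (log2 0.49 ± 0.19, adjusted p = 0.11).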

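At 12 h Bcat1 was 1.27-fold lower (log2 -0.35 ± 0.16, adjusted p = 0.16) and at 24 h 1.08-fold higher (adjusted p = 0.68). Neither change was called against the fed arrays, and the 12 h change was called directly against the reference.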

Finally, mitochondrial branched-chain amino-acid transaminase (*Bcat1*) was downregulated.

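Pdk4 encodes a kinase that inactivates pyruvate dehydrogenase. It was 2.56-fold higher (log2 1.36 ± 0.18, adjusted p = 0.002) at 12 h and 3.06-fold higher (log2 1.61 ± 0.18, adjusted p = 0.00052) at 24 h, and all fasted pools lay above all fed pools. The Cy5 signal of Pdk4 rose by 0.78 on the log2 scale between 12 h and 72 h (limma, adjusted p = 0.018). Its Cy3 signal rose by 1.78 (limma, adjusted p = 7.8e-06). A part of the 12 h rise may therefore come from a lower reference signal.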

The citric-acid cycle becomes supplied with acetyl-CoA from fatty-acid oxidation rather than from pyruvate, as the 2.5-fold upregulation of *Pdk4 *expression almost certainly inactivates pyruvate dehydrogenase. 

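Pkm2 was 1.25-fold lower (log2 -0.32 ± 0.18, adjusted p = 0.26) at 12 h and 1.12-fold higher (log2 0.17 ± 0.18, adjusted p = 0.59) at 24 h. At 72 h it was 1.86-fold lower (log2 -0.89 ± 0.18, adjusted p = 0.0063), with a call that was lost in the Cy3 channel alone and with Feature Extraction's log ratio. The symbol Pkm2 in the files is that of a muscle pyruvate kinase.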

Although expression of pyruvate carboxylase (*Pkm2*) was not changed, its activity is enhanced by acetyl-CoA. 

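Ogdh was 4.95-fold higher (log2 2.31 ± 0.62, adjusted p = 0.033) at 12 h by probe A_65_P01589 and 2.8-fold higher (log2 1.49 ± 0.44, adjusted p = 0.043) by probe A_65_P02289. Sdha was 2.11-fold higher (log2 1.08 ± 0.31, adjusted p = 0.042). For the first Ogdh probe the Cy3 signal rose by 0.68 and the Cy5 signal changed by -1.63 on the log2 scale, and for Sdha these were 0.23 and -0.84. None of the 3 probes was called in Cy3 alone, with median centring or without background correction.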

The upregulation of α-oxoglutarate dehydrogenase (*Ogdh*) and succinate dehydrogenase (*Sdha*) further suggests that mitochondrial ATP synthesis is initially spared. The combination of the downregulation of enzymes consuming mitochondrial glutamate (see previous paragraph) and the upregulation of mitochondrial glutamate-oxaloacetate transaminase (*Got2*) suggests enhanced cycling through a truncated portion of the citric-acid cycle [10]. 

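Got2 was 2.73-fold higher (log2 1.45 ± 0.35, n = 3 fasted and 2 fed pools, adjusted p = 0.023) at 12 h by probe A_65_P18079 and was not called by probe A_65_P19605 (adjusted p = 0.35), which was not well above background in the fed pools. The call of the first was lost without fed replicate 3. At 24 h the first was 1.95-fold higher (adjusted p = 0.097) and the other was not called (adjusted p = 0.67).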

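Pck1, the gene of Pepck, was 2.82-fold higher (log2 1.49 ± 0.25, adjusted p = 0.0047) at 12 h and 3.66-fold higher (log2 1.87 ± 0.25, adjusted p = 0.0011) at 24 h. Every fasted pool lay above every fed pool. Between 12 h and 72 h the Cy5 signal of Pck1 rose by 1.44 on the log2 scale (limma, adjusted p = 0.0059). Its Cy3 signal rose by 2.41 (limma, adjusted p = 0.00017). Cy5 was thus lower at 12 h than at 72 h, so a part of the 12 h rise may come from the reference channel. The probe used for glucose-6-phosphatase, named G6pc-rs in the files, was not well above background in the fed pools. It gave no bound above 1 at 12 h or 24 h and was not called (adjusted p = 0.71 and 0.68). Whether that probe measures glucose-6-phosphatase itself or a related sequence is left open, so its values do not decide on the enzyme.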

The very pronounced upregulation of *Pepck *expression points towards a stimulation of the consumption of oxaloacetate for PEP synthesis and, since glucose-6-phosphatase is not upregulated, lactate production. In aggregate, the data point to changes favoring the conservation of glutamine, an inhibition of pyruvate oxidation, a preserved capacity for oxaloacetate synthesis, and an enhanced capacity for PEP synthesis. The demand for oxaloacetate, in conjunction with the 3.8-fold upregulation of *Hmgcs2*, indicates that acetyl-CoA from fatty-acid oxidation also stimulates the synthesis of ketone bodies.

#### Prolonged fasting

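Glutamine synthetase was 4.83-fold higher (log2 2.27 ± 0.24, adjusted p = 0.00017) at 72 h by probe A_65_P17263, the larger of its changes. All 3 pools of 72 h lay above all fed pools.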

At 72 hours of fasting (Figure 7), mitochondrial glutaminase was still strongly inhibited, whereas *Gs *expression was still very strongly upregulated. Mitochondrial glutamate metabolism still appeared to be conserved for α-ketoglutarate production (ornithine aminotransferase expression was very strongly suppressed, whereas proline oxidase was stimulated 2-fold), but *Gldh *expression was 2-fold stimulated and *Got2 *expression had returned to fed values. 

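At 72 h Oat was 3.73-fold lower (log2 -1.9 ± 0.21, adjusted p = 0.00026), with all pools below the fed pools, and Prodh 1.55-fold higher (log2 0.63 ± 0.17, adjusted p = 0.027), with all pools above them. The call for Prodh was lost without fed replicate 1 or 2 or any array of 72 h. Glud was 1.9-fold higher (log2 0.93 ± 0.19, adjusted p = 0.0068) and no longer called with median centring. Between 12 h and 72 h Glud rose by 1.92 on the log2 scale (adjusted p = 0.00036). Got2 was 1.6-fold higher (log2 0.67 ± 0.38, n = 2 fasted and 2 fed pools, adjusted p = 0.3), and its change between 12 h and 72 h, -0.78 on the log2 scale, was not called (adjusted p = 0.17).

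**Figure D2:**
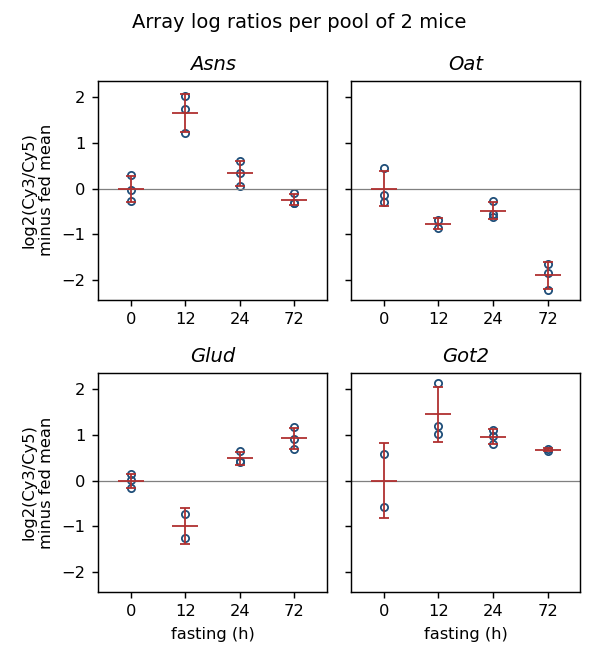
Array log ratios of 4 genes around glutamate, with the hours of fasting on the x axis and log2(Cy3/Cy5) minus the mean of the fed pools on the y axis. Circles are pools of 2 mice and the red dash and bar give their mean ± SD. Glud lies below 0 at 12 h and above it at 72 h, and Oat lies lowest at 72 h.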

Because NADH production from fatty-acid oxidation was no longer stimulated, these changes indicate that glutamate now feeds the citric-acid cycle via deamination. *Pdk4 *and *Hmgcs2 *were still strongly upregulated, suggesting that pyruvate oxidation was still inhibited and ketone-body synthesis stimulated. 

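Pdk4 was 5.1-fold higher (log2 2.35 ± 0.18, adjusted p = 5.4e-06) at 72 h and had risen further since 12 h, by 0.99 on the log2 scale (adjusted p = 0.004). It was called in every alternative and without each array in turn.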

*Pepck *expression was still strongly upregulated. In addition, the expression of glucose-6-phosphatase (*G6Pase*) increased 1.5-fold, whereas that of lactate dehydrogenase had decreased almost 3-fold, suggesting that the enterocytes had acquired the capacity to produce glucose rather than lactate from amino acids, in particular glutamate. 

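At 72 h Pck1 was 5.54-fold higher (log2 2.47 ± 0.25, adjusted p = 1e-04), with all 3 pools above all fed pools and a call in every alternative and without each array in turn.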

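At 72 h the probe G6pc-rs, which was not well above background in the fed pools, was at least 1.08-fold higher (adjusted p = 0.26). The change was not called against the fed arrays and was called directly against the reference. Whether G6pc-rs stands for glucose-6-phosphatase itself is left open here too. Ldh1 was 2.46-fold lower (log2 -1.3 ± 0.24, n = 3 fasted and 2 fed pools, adjusted p = 0.0039) by probe A_65_P03777. The other Ldh1 probe, A_65_P07485, gave a value on 1 array of 72 h and was 1.07-fold higher (adjusted p = 0.97).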

Several steps in BCAA and tryptophan metabolism were strongly downregulated, probably to conserve these essential amino acids.

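Of the enzymes of branched-chain amino-acid and tryptophan metabolism, Hibadh was 1.69-fold lower (log2 -0.76 ± 0.2, adjusted p = 0.026) at 72 h and Maoa 2.91-fold lower (log2 -1.54 ± 0.32, adjusted p = 0.0083). Ddc was 1.75-fold lower (adjusted p = 0.031) at 24 h and 1.59-fold lower (adjusted p = 0.063) at 72 h. Mccc1 was 1.96-fold lower (adjusted p = 0.028) at 12 h and 1.92-fold lower (adjusted p = 0.033) at 24 h, but 1.12-fold lower (adjusted p = 0.74) at 72 h. The calls for Hibadh, Ddc and Mccc1 were each lost without fed replicate 1 or 3, and that for Maoa without moderation of the variance. Mut was 1.5-fold lower (adjusted p = 0.11) and Bcat1 1.31-fold lower (adjusted p = 0.13) at 72 h.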

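The N-acetyltransferase gene Gnpnat1, measured by 1 probe (A_65_P06409), was 2.05-fold lower (log2 -1.04 ± 0.25, adjusted p = 0.021) at 12 h, 1.55-fold lower (log2 -0.63 ± 0.25, adjusted p = 0.12) at 24 h and 1.81-fold lower (log2 -0.85 ± 0.25, adjusted p = 0.042) at 72 h. All fasted pools lay below all fed pools at each time point. The call at 72 h was lost whenever 1 array of 72 h or of the fed group was left out, and the call at 12 h in the Cy3 channel alone. The aminotransferase was measured by probes of both of its genes. At 24 h Gfpt2 was 1.13-fold higher (log2 0.18 ± 0.27, adjusted p = 0.71) and Gfpt1 1.07-fold higher (log2 0.09 ± 0.24, adjusted p = 0.83). The Gfpt2 change was called directly against the reference.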

The 2-fold downregulation of glucosamine 6-phosphate N-acetyltransferase across the entire fasting period, together with more than 2-fold upregulation of glucosamine-fructose-6-phosphate aminotransferase at 24 hours, suggest an inhibition of UDP-GlcNAc synthesis and a decline of O-glycosylation. An obvious target is mucus production.

Alcohol-metabolizing enzymes (alcohol dehydrogenases 1 and 5 (*Adh1 *and *-5*) and aldehyde dehydrogenase 1a1 (*Aldh1a1*; Figure 7), involved in the oxidation and elimination of metabolic alcohols and aldehydes, including products of lipid peroxidation [11], were downregulated.

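Aldh1a1 was 2.63-fold lower (log2 -1.4 ± 0.18, n = 2 fasted and 3 fed pools, adjusted p = 0.00083) at 72 h, 1.63-fold lower (adjusted p = 0.021) at 24 h and, in 2 of 3 pools, 2.03-fold lower (adjusted p = 0.008) at 12 h. The call at 72 h held in every alternative and without each array in turn. Adh5 was 1.93-fold lower (log2 -0.95 ± 0.21, adjusted p = 0.014) at 12 h, a call that was lost in the Cy3 channel alone and without fed replicate 3, and was called at neither later time point. Adh1 was 1.62-fold lower (log2 -0.7 ± 0.27, n = 2 fasted and 3 fed pools, adjusted p = 0.11) at 12 h and 1.52-fold lower (log2 -0.61 ± 0.24, adjusted p = 0.14) at 72 h. Neither Adh1 change was called, but both were with median centring and directly against the reference.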

### Electron-transport chain

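The set of the electron-transport chain held 65 genes with a probe on the arrays. Their median log2 change was -0.18 at 12 h, -0.48 at 24 h and -0.8 at 72 h, and 38, 46 and 52 of the genes were lower. Camera gave an adjusted p of 0.32, 2.4e-07 and 7.8e-14 for the 3 time points. The set was no longer past camera at 24 h in the Cy3 channel alone, and it was past camera at 12 h only with median centring. Under fry the adjusted p was 0.074 at 12 h and 0.0061 at 24 h, over the 44 genes with a value on every array.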

The genes of the electron-transport chain responded progressively to fasting. At 12 hours of fasting, 14 genes (out of 39 linked to our data) were downregulated, whereas 6 genes, scattered over all 5 complexes, were upregulated (Figure 8). 

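At an unadjusted p under 0.01 and 1.4-fold, 30 of the 65 genes passed at 12 h, 10 higher and 20 lower (exact hypergeometric test, adjusted p = 2.5e-06). The largest rise was that of Uqcrc1, 7.65-fold higher (log2 2.94 ± 0.76, n = 2 fasted and 3 fed pools, adjusted p = 0.03), by a probe that gave a value on 2 of 3 arrays, while the other Uqcrc1 probe was not called (adjusted p = 0.15). Cox7a2l was 3.76-fold higher (log2 1.91 ± 0.4, n = 3 fasted and 2 fed pools, adjusted p = 0.013). The largest fall among the genes of Additional file 3 was that of Ndufb2, whose probe the files name 1810011O01Rik, 2.51-fold lower (log2 -1.33 ± 0.22, adjusted p = 0.0049). The calls for Uqcrc1 and Cox7a2l were lost without fed replicate 3, and that for Ndufb2 in the Cy3 channel alone. That file lists 18 fold changes of the chain at 12 h. A probe of that name gave a value for 17, and 14 had the same direction. Ndufa7 and Uqcrc2 (1500004O06Rik) are listed as higher at 12 h but were 1.64-fold lower (adjusted p = 0.041), with overlapping pools, and 1.52-fold lower (adjusted p = 0.038) here. Both calls were lost in the Cy3 channel alone and without fed replicate 1 or 3.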

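Of the genes of the electron-transport chain, 28 passed these thresholds of p and fold at 24 h (exact hypergeometric test, adjusted p = 3.6e-08), and 25 of them were lower. Ndufa7 was 2.03-fold lower (log2 -1.02 ± 0.2, adjusted p = 0.011) and Atpif1 (in the files Atpi) 1.88-fold lower (log2 -0.91 ± 0.18, adjusted p = 0.011), with all fasted pools below all fed pools. Without fed replicate 1 neither was called. Cox7a2l was 2.36-fold higher (adjusted p = 0.066) and Uqcrc1 2.3-fold higher (adjusted p = 0.28), both no longer called. Additional file 3 lists 17 fold changes of the chain at 24 h, all with the same direction here, of which 12 were called.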

At 24 hours, only 3 genes remained upregulated among 20 downregulated species. 

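At 72 h, 36 of the 65 genes (55.4%) passed an unadjusted p of 0.01 and 1.4-fold, all lower (exact hypergeometric test, adjusted p = 2.6e-10), and 0 passed with a rise. The share stayed between 47.7% and 58.5% when each array was left out in turn. Cycs was 3.45-fold lower (log2 -1.79 ± 0.22, n = 3 fasted and 2 fed pools, adjusted p = 0.00042), Atpif1 2.98-fold lower (log2 -1.57 ± 0.18, adjusted p = 0.00026) and Atp5j 2.93-fold lower (log2 -1.55 ± 0.2, adjusted p = 0.00041). The call for Cycs held in every alternative and without each array in turn. All 19 listed values of Additional file 3 with a probe of that name were lower here, and 17 were called. Uqcrc1 was 1.58-fold higher (adjusted p = 0.6).

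**Figure D3:**
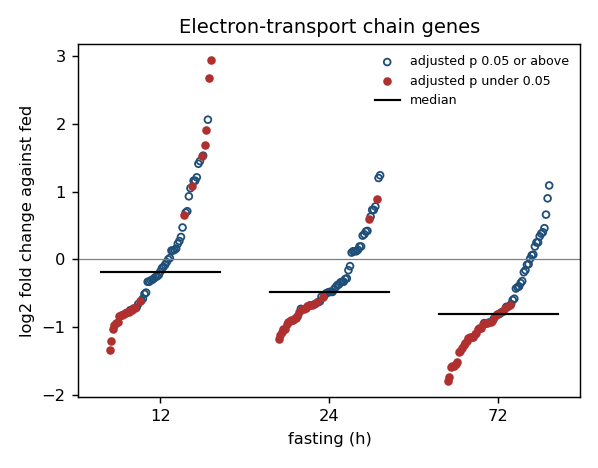
Log2 fold changes of the 65 genes of the electron-transport chain against the fed pools, sorted within each time point, with the hours of fasting on the x axis and the log2 change on the y axis. Filled circles have an adjusted p under 0.05, open circles do not, and the line marks the median, which lies at -0.18, -0.48 and -0.8.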

At 72 hours of fasting, no fewer than 62% of the respiratory chain genes, including cytochrome C, were downregulated (for details, see Figure 8). Taken together, these data indicate that the capacity for ATP synthesis becomes strongly suppressed in the empty gut.

### Cell cycle and apoptosis in response to nutrient deprivation

Figure 9 shows that many genes involved in cell-cycle regulation, in particular the cyclins (*Cyca2*, *Cycb2*, *Cycd*, *Cyce1*, *Cych*), became downregulated in the course of fasting. In addition, a number of cyclin-dependent kinases (*Cdk1*, *Cdk4*), proliferating-cell nuclear antigen (*Pcna*), and regulators of genes that act within the cell cycle, like retinoblastoma (*Rb1*) and retinoblastoma-like protein (*Rbl1*), were downregulated, whereas inhibitors of cyclin-dependent kinases (CDK inhibitor 1 (*p21*, *Cip1*); CDK4 inhibitor (*p15*, *Cdkn2b*)) were upregulated. 

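Cyclin D1 (Ccnd1, probe A_65_P08513) was 2.34-fold lower (log2 -1.23 ± 0.2, adjusted p = 0.0017) at 72 h, a call in every alternative and without each array in turn, and was called at neither earlier time point. Ccnb2 was 1.85-fold lower (log2 -0.89 ± 0.21, adjusted p = 0.015) at 72 h and 1.69-fold lower (adjusted p = 0.037) at 24 h. Ccna2 was 1.59-fold lower (adjusted p = 0.018) at 24 h and 1.58-fold lower (adjusted p = 0.014) at 72 h by probe A_65_P01387, while its other probe was called at no time point. Ccnh was 2.01-fold lower (log2 -1.01 ± 0.27, adjusted p = 0.03) at 12 h and 1.95-fold lower (log2 -0.96 ± 0.27, adjusted p = 0.032) at 72 h by probe A_65_P02430. Its Cy3 signal alone changed by 0.1 at 12 h, and both calls were lost whenever 1 of the fed arrays was left out. The probe named for cyclin E1, Ccne1, was called at no time point. The fold changes that Additional file 3 gives for cyclin E2 are those of probe A_65_P10671. The 12 h files name it 2810013E07Rik, whereas the fed files name it Ccne2. It was 1.84-fold lower (adjusted p = 0.0076) at 12 h and 1.68-fold lower (adjusted p = 0.0097) at 72 h.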

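Cdk1 (in the files Cdc2a) was 1.97-fold lower (log2 -0.98 ± 0.18, adjusted p = 0.0029) at 72 h, and Cdk4 1.91-fold lower (log2 -0.94 ± 0.15, adjusted p = 0.0015). Both calls held in every alternative and without each array in turn. At 24 h they were 1.65-fold lower (adjusted p = 0.022) and 1.54-fold lower (adjusted p = 0.019). Rb1 was 1.79-fold lower (log2 -0.84 ± 0.21, adjusted p = 0.025) at 12 h, a call that was lost in the Cy3 channel alone and without fed replicate 3. Rbl1 was 1.99-fold lower (adjusted p = 0.006) at 12 h and 1.73-fold lower (adjusted p = 0.01) at 72 h. The inhibitor p21 (Cdkn1a) was 2.7-fold higher (log2 1.44 ± 0.26, adjusted p = 0.0029) at 72 h, with all pools above the fed pools. The inhibitor p15 (Cdkn2b) was 1.84-fold lower (log2 -0.88 ± 0.19, adjusted p = 0.014) at 24 h and 2.12-fold lower (log2 -1.09 ± 0.19, adjusted p = 0.0025) at 72 h, with all pools below the fed pools.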

Insulin-induced protein-1 (*Insig-1*, not shown), which plays a regulatory role during the G0/G1 transition, was also strongly down-regulated (2.4-3-fold). 

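Insig-1 was 3.32-fold lower (log2 -1.73 ± 0.21, adjusted p = 0.002) at 12 h, 2.93-fold lower (log2 -1.55 ± 0.21, adjusted p = 0.0013) at 24 h and 2.73-fold lower (log2 -1.45 ± 0.21, adjusted p = 0.00092) at 72 h. The only call lost under an alternative was that of 12 h, with only the fed and 12 h arrays in the fit, which called 0 probes.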

The strong upregulation of the cell-cycle inhibitors *Atm1 *(which phosphorylates among others p53 and NFκBIA) and glycogen synthase kinase 3β (*Gsk3b*) fits within the picture of a slowdown of the cell cycle. 

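Gsk3b was 1.68-fold higher (log2 0.75 ± 0.16, adjusted p = 0.0091) at 72 h, with a call in every alternative and without each array in turn, and was 1.26-fold higher (adjusted p = 0.19) at 12 h and 1.28-fold higher (adjusted p = 0.17) at 24 h. Atm, measured on 2 of 3 arrays of 12 h, was 2.99-fold higher (log2 1.58 ± 0.59, n = 2 fasted and 3 fed pools, adjusted p = 0.1) at 12 h, not called, although it was called directly against the reference and without replicate 2 of 12 h.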

The oxidative stress associated with the downregulation of γ-glutamylcysteine synthetase (Figure 7) would also inhibit cell proliferation [12].

The finding that PCNA protein as visualized with immunostaining, was more prominently present at 24 h of fasting (Figure 3), demonstrates that the observed changes in mRNA levels (-2.1, -1.7 and -2.4 fold respectively) reveal activity of signaling routes, which become reflected in protein levels with a delay. 

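Pcna was 1.77-fold lower (log2 -0.83 ± 0.24, n = 2 fasted and 3 fed pools, adjusted p = 0.043) at 12 h, a call that was lost in the Cy3 channel alone and with 5 other alternatives. It was 1.47-fold lower (log2 -0.55 ± 0.21, adjusted p = 0.12) at 24 h, not called, and 2.04-fold lower (log2 -1.03 ± 0.21, adjusted p = 0.0078) at 72 h. The call at 72 h held in every alternative and without each array in turn. The immunostaining is not analysed here.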

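Atm was 6.65-fold higher (log2 2.73 ± 0.53, adjusted p = 0.0056) at 72 h, and this call was lost without moderation of the variance. At 24 h it was 1.71-fold higher (log2 0.77 ± 0.53, adjusted p = 0.37), not called, and was called in the Cy3 channel alone.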

Among other genes involved in DNA repair, the critical serine-threonine kinase ATM, which regulates the checkpoint signaling due to the double-strand breaks, was upregulated (1.9 and 5.3 fold at 24 and 72 h, respectively). The 'executive' genes, however, like DNA polymeraseβ, nibrin, or double strand-break repair-protein MRE11, were all downregulated at one or more time points (data not shown). It is therefore difficult to draw a straightforward conclusion on the overall effect of fasting on DNA repair.

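None of these genes was called against the fed arrays. Polb was 1.3-fold lower (log2 -0.37 ± 0.18, adjusted p = 0.18) at 12 h and 1.26-fold higher (adjusted p = 0.28) at 72 h, and its 12 h change was called directly against the reference. Nibrin (Nbn) was 1.87-fold lower (log2 -0.91 ± 0.29, adjusted p = 0.056) at 12 h, and was called with median centring, in the Cy3 channel alone, directly against the reference and without replicate 1 of 12 h. Mre11 (Mre11a) was 1.51-fold lower (log2 -0.59 ± 0.19, adjusted p = 0.057) at 12 h, and was called directly against the reference and without replicate 1 of 12 h.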

In addition to the expression of genes involved in cell proliferation, the expression of genes involved in apoptosis was suppressed. 

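Additional file 3 lists 7 fold changes of apoptosis genes at 12 h, 7 at 24 h and 15 at 72 h, each with a probe of that name. The direction was the same here for 6, 7 and 14 of them, and 4, 3 and 11 were called in that direction. Of the 15 values listed at 72 h, 8 are lower and 7 higher.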

We modified the apoptosis map in the GenMAPP environment to visualize this adaptive response (Figure 10). 

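At 12 h Casp1 was 2.03-fold lower (log2 -1.02 ± 0.26, n = 2 fasted and 3 fed pools, adjusted p = 0.028), and at 24 h 1.97-fold lower (log2 -0.98 ± 0.23, adjusted p = 0.022). Casp6 was 1.58-fold lower (adjusted p = 0.04) and 1.86-fold lower (adjusted p = 0.012), and Cycs 1.76-fold lower (adjusted p = 0.035) and 1.95-fold lower (adjusted p = 0.019). The 12 h calls of all 3 genes were lost in the Cy3 channel alone and without fed replicate 1 or 3.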

The caspase-cascade elements *Casp1 *and *6*, and cytochrome C became downregulated early during fasting, the effect being most pronounced at 3 days of fasting. 

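At 72 h Bcl2 was 1.62-fold higher (log2 0.7 ± 0.3, adjusted p = 0.16), not called against the fed arrays, although all pools lay above the fed pools. It was called directly against the reference, with loess, with Feature Extraction's log ratio and with only the fed and 72 h arrays in the fit. Of the 3 probes of Bcl2l, A_65_P09330 was called, 2.11-fold higher (log2 1.08 ± 0.32, n = 2 fasted and 3 fed pools, adjusted p = 0.05), and the others were not, with A_65_P15984 1.39-fold higher (adjusted p = 0.16) and A_65_P07647 1.12-fold lower (adjusted p = 0.83). The probes of Akt1 were 4.44-fold higher (log2 2.15 ± 0.43, adjusted p = 0.0053) and 2.68-fold higher (adjusted p = 0.024). Bad was 2.59-fold lower (log2 -1.37 ± 0.23, adjusted p = 0.0022) by probe A_65_P14151 and 1.58-fold higher (adjusted p = 0.16) by A_65_P16603. Both probes named Apaf1 were not called (adjusted p = 0.15 and 0.92). The fold that the paper lists for Apaf1 is that of a probe named 6230400I06Rik, which was 1.94-fold lower (adjusted p = 0.035), a call that was lost whenever 1 array of the fed group or of 72 h was left out. Casp1 was 3.92-fold lower (log2 -1.97 ± 0.23, adjusted p = 0.00037), and the call held in every alternative and without each array in turn.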

The expression of the apoptosis antagonist *Bcl2 *and *Bcl2l *(*Bcl-xl*), which prevent the release of cytochrome C from mitochondria, and the pro-survival *Akt *became strongly upregulated at 72 hours, whereas the Bcl-associated death promoter (*Bad*), apoptotic protease-activating factor 1 (*Apaf1*), and caspases 1, 3 and 6 were strongly down-regulated. The notion that cell turnover is suppressed is underscored by the relatively mild increase in number of active caspase 3-positive cells (~30%) after 3 days of fasting.

Autophagy is another well-known adaptive response to nutrient starvation [13]. We did not notice a major change in genes involved in autophagy, but only few were represented on the arrays.

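The autophagy set held 23 genes with a probe on the arrays. The median log2 change was 0.13 at 12 h, 0.07 at 24 h and 0.11 at 72 h (camera, adjusted p = 0.25, 0.54 and 0.25). At an unadjusted p under 0.01 and 1.4-fold, 3 genes passed at 12 h, 3 at 24 h and 2 at 72 h.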

## Discussion

### Phases in the adaptive response to fasting

Based on the rate of weight loss after food withdrawal, the body passes through 3 successive adaptive phases ([14]; Figure 2). During the first, postabsorptive fasting phase, the rate of weight loss is relatively high (~24% per day in mice (Figure 2) and ~10% per day in rats [15,16]). During the intermediate, "coping" phase, the loss of body mass is slower (~7% per day in mice and ~6% per day in rats [15]). During the last, preterminal fasting phase, the loss of body weight again increases (~9% in rats [15]). We did not observe a preterminal phase with an increased rate of body-weight loss in our mice. At 72 h, our mice still looked vital. One explanation could therefore be that they had not yet or had just entered the preterminal phase of body-weight loss. Alternatively, mice, unlike rats, do not have the preterminal phase characterized by an increased weight loss. The initial phase of fasting is accompanied, at the whole body level, by a decline in circulating insulin, glucose, triglycerides and cholesterol levels [16], a reduction in protein synthesis and an increase in protein degradation, while the intermediate, coping phase shows a temporary increase in circulating ketone bodies [17] and free fatty acids [18], and a decline in protein degradation [14]. The final, preterminal phase of fasting is accompanied by an increase in circulating corticosterone and plasma urea levels and a further decline in whole-body protein synthesis [15,17,19]. From these data, it was concluded that mammals adapt to prolonged fasting by mobilizing fat stores and minimizing protein loss. This model was then implicitly expanded to all organs separately, including the gut.

However, microarray studies that have prospected the adaptive response to fasting of the small intestine (present study), liver [20], and muscle [21-23], and more limited studies in kidney [24], reveal a different scenario. Liver, muscle, and kidney respond to fasting with a progressive change over time in mRNA concentrations of enzymes involved in protein, carbohydrate and fat metabolism. The small intestine differs from these organs in its biphasic response to fasting, that is, the small intestine mounts, in addition to the slow, progressive changes in expression that are also seen in liver, muscle, and kidney, a pronounced, but transient early response. In this early phase of fasting, gene expression changes in a direction that facilitates the preservation of glutamine, the catabolism of glutamate to ATP and lactate, and the suppression of excessive cell turnover. 

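The number of called probes by time depends on what each fasted pool is set against. Directly against the reference, limma called 4778 probes at 12 h, 3105 at 24 h and 5066 at 72 h at an adjusted p under 0.05. In the Cy3 channel alone, against the fed arrays, it called 3047, 5030 and 1730. The direct comparison keeps dye effects, and the fed pools themselves gave 471 called probes against the reference.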

The progressive late response is numerically characterized by a larger number of affected genes (Figure 1B), higher fold changes in expression (not shown), and functionally by changes in gene expression that favor, in addition to suppression of cell turnover, glucose rather than lactate production.

### Adaptive changes in intestinal morphology and cell turnover

Our data show that weight loss in response to fasting is more pronounced in the small intestine than in the body at large. The relative loss of intestinal wet weight upon fasting is similar in mice (Figures 2 and 5) and rats [7,25]. Mice differ from rats in that villar height, crypt depth, and cell number per villus or crypt are not (Figure 2 and [26]), or hardly [27] affected by fasting, whereas in fasting rats crypt and villar length decline to ~60% [7,25]. Apart from villar density, no changes in the relative volume of the mucosa (measured as CPS-positive volume fraction), of goblet cells (measured as the number of Alcian blue-positive cells), and smooth muscle (measured as αSMA-positive volume fraction) develop in fasting mice (Figure 2 and Table 1). The important consequence of these findings is that fasting induces a proportional shrinkage of all components of the small intestine in mice, that is, the contribution of different cell types remains unchanged. The tissue base for the microarray data does, therefore, not change in the course of the experiment.

Mechanisms that may account for the preservation of intestinal architecture are the suppression of the normally high cellular turnover, that is, cell multiplication [26,17] and apoptosis [26]. In both rats [28] and mice (Figure 3, Table 1), starvation is accompanied by an increase in the number of apoptotic cells in the epithelium, but in view of the simultaneously occurring proportional reduction of all structural components, the susceptibility to undergo apoptosis must be decreased in the surviving cells [29]. Accordingly, the microarray data reveal a regulation of the *Bcl2 *gene family. In agreement with their longer survival, the enterocytes of fasting intestines look more mature that those in the fed intestine [30,31]. The spreading of the expression of PEPCK and GS across the entire villus is also compatible with a more differentiated phenotype of the enterocytes. The microarrays also indicate a downregulation of cell-cycle genes. This is in apparent contrast to the elevated PCNA staining. Most studies show inhibition of cell proliferation during fasting [7,25], but an increased DNA synthesis in the rat intestine has been reported upon prolonged fasting [25]. We interpret these observations as indicating that DNA repair rather than cell proliferation is stimulated to maintain epithelial integrity.

### Adaptive changes in intestinal metabolism – early adjustments

The MetaCore analysis revealed that the adaptive changes in intestinal metabolism converge, as could perhaps be expected, on energy metabolism (Figure 11). The upregulation of asparagine synthetase was an informative starting point, as it revealed that intracellular glutamine levels were limiting [8]. Since the landmark experiments of Windmueller and Spaeth 25–30 years ago [32], it is known that the small intestine of rodents is an avid consumer of glutamine in addition to glucose for its energy supply. In agreement, the observed changes in mRNA levels of amino-acid metabolizing enzymes were concentrated in the glutamate family of amino acids (glutamine, glutamate, proline, arginine [33]). Short-term fasting is typically associated with an increased concentration of free fatty acids in the circulation [34]. Intracellular oxidation of fatty acids causes an increase in the intramitochondrial acetylCoA/CoA and NADH/NAD^+ ^ratios and an inhibition of pyruvate dehydrogenase [10]. In agreement, our data pointed to a strong inhibition of pyruvate oxidation, as well as an enhanced synthesis of ketone bodies during fatty-acid oxidation (while the high NADH/NAD^+ ^ratio inhibits deamination of glutamate). The data also suggested an enhanced cycling in a truncated citric-acid cycle from glutamate via α-ketoglutarate and succinate to oxaloacetate and back to glutamate. This truncated citric-acid cycle appeared to be fed by glutamate, because mitochondrial enzymes catabolizing glutamate were downregulated. In addition to glutamate, a number of amino acids and odd-chain fatty acids could feed this minicycle and yield ATP. The high intramitochondrial NADH/NAD^+ ^ratio, which facilitates malate formation from oxaloacetate and export to the cytosol, together with the very strong upregulation of *Pepck*, suggested enhanced PEP synthesis. In view of the very low *G6Pase *expression, PEP is probably converted to pyruvate, again yielding an ATP, and then lactate as substrate for gluconeogenesis in the liver [35-37]. It is well possible that BCAA catabolism is inhibited to avoid excessive drainage of these essential amino acids.

**Figure 11:**
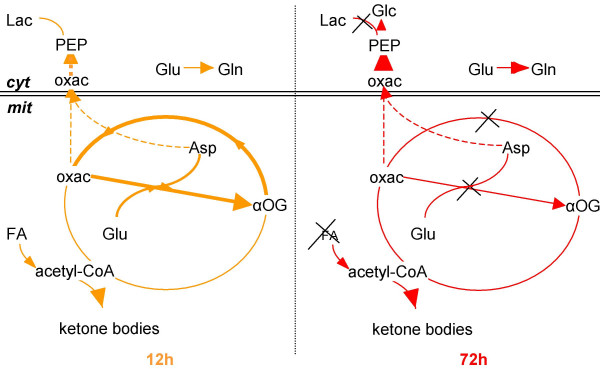
**A schematic model of the response to fasting in the mouse small intestine**. The adaptations of protein, fat and intermediary metabolism in the small intestine are indicated. Arrows and crosses represent up- and downregulation of the process respectively, in short (12 h, left) and prolonged fasting (72 h, right). Abbreviations for cytosolic (cyt) and mitochondrial (mit) metabolites stand for: Asp – aspartate, FA – fatty acids, Glc – glucose, Gln – glutamine, Glu – glutamate, Lac – lactate, αOG – α oxo-glutarate, oxac – oxaloacetate, and PEP – phosphoenolpyruvate.

### The role of PPARa in the early response to fasting

The prominent role of peroxisome proliferator-activated receptor α (PPARα) in the adaptive response to fasting is well documented [38]. In agreement, we observed that *Pparα *itself and a number of PPARα-dependent genes involved in fatty-acid β-oxidation (e.g. *Acadvl*, *Dci*) and ketone-body synthesis (e.g. *Hmgcs2*) were induced in the intestine upon fasting. 

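At 12 h Dci was 1.34-fold higher (log2 0.43 ± 0.17, adjusted p = 0.12), not called against the fed arrays. It was called with loess, in the Cy3 channel alone, directly against the reference and without fed replicate 3. Its log ratio fell by 1.04 on the log2 scale between 12 h and 72 h (adjusted p = 0.0031).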

Ketone-body production is a well-known response to fasting in the liver [32,39], but not in the adult intestine. However, the suckling intestine does produce ketone bodies until weaning [40]. Our data indicate that the capacity to produce ketone bodies is reactivated upon short-term fasting. Production of ketone bodies in the gut may contribute to the increased ketonemia in prolonged fasting [39].

In addition to genes involved in fatty-acid oxidation, many other PPARα-target genes shown in supplementary Table 3 (e.g. *Cte1*, *Fabp4 *and *ScdI*) exhibited the early, transient induction pattern. Furthermore, PPARα regulates the expression of caspase 3 and amino-acid metabolizing enzymes, also in the gut [41,42]. 

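Cte1 was 2.98-fold higher (log2 1.58 ± 0.16, adjusted p = 0.00031) at 12 h, 1.8-fold higher (adjusted p = 0.0066) at 24 h and 1.23-fold higher (adjusted p = 0.24) at 72 h. The change between 12 h and 72 h was -1.27 on the log2 scale (adjusted p = 0.00046). At 24 h the Cy3 signal of Cte1 alone changed by -0.01. Scd1 was 2.54-fold higher (log2 1.34 ± 0.28, adjusted p = 0.012) at 12 h and 1.47-fold higher (adjusted p = 0.24) at 72 h, and the difference between these, -0.79 on the log2 scale, was not called (adjusted p = 0.084). Fabp4 was 1.68-fold higher (log2 0.75 ± 0.32, adjusted p = 0.13) at 12 h, not called, and fell by 1.07 on the log2 scale between 12 h and 72 h (adjusted p = 0.045).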

In aggregate, our findings therefore extend the earlier finding that PPARα functions as a dominant regulatory factor in the response to fasting of the gut.

### The late response to fasting

Among the major changes that characterize the late response to fasting are the downregulation of fatty-acid oxidation, the severe downregulation of genes involved in the respiratory chain, and the upregulation of glucose synthesis (Figure 11). Whether or not the fasting gut produces glucose has attracted much interest lately [36,43]. We did observe that the expression of *Pepck *and *G6Pase *mRNA is increased, while that of *Ldh1 *is strongly downregulated. Metabolic studies indicate that the small intestine may account for 30–35% of total body gluconeogenesis after prolonged fasting [36,43]. Although we studied only changes in mRNA levels, we did also observe that glycogen, which completely disappears from murine liver within 12 hours of fasting, accumulates to a high level in the pericentral zone of the liver lobule after 72 hours of fasting (Sokolovic M, unpublished data). The source of pericentral glycogen is blood glucose [44], whereas amino acids and lactate typically generate periportal glycogen [45]. However, the generation of ATP necessary for gut gluconeogenesis must become increasingly precarious, because the respiratory chain becomes progressively inhibited (Figure 8).

### Limitations of the study

It goes without saying that our interpretations have their caveats if extrapolated to larger mammals. The mouse, as a very small animal, survives at most 4 days without food [46], whereas rats survive more than 2 weeks [47] and humans 2 months [48]. The degree to which intestinal mucosa is affected by fasting appears to vary between species. Rat and pig have been reported to lose up to 40 and 35 % of intestinal weight as a result of fasting, respectively [7,25,49]. The villar height decreases up to 50% in fasted rats and 30% in fasted piglets. Only a modest mucosal atrophy (i.e. = 10 % decrease in thickness) was found in critically ill humans [5]. Our findings on preserved gut morphology in the mouse, therefore, resemble the situation in humans.

Another obvious caveat of the present study is that only adaptive changes in cellular mRNA concentration were analyzed and used to construct the adaptive metabolic response. Most adaptive changes occur more rapidly at the mRNA than at the protein level. Furthermore, not all changes at the mRNA level perspire to changes at the protein level, whereas more than 500 known posttranslational modifications [50] do not need changes in mRNA level to affect the activity of proteins. The changes at the mRNA level that we report do probably reflect changes in the signal-transduction network that mediates the adaptive changes in metabolism and cell turnover better than that they reflect the changes in protein levels. The changes in signal transduction that modulate metabolite flow, the cell cycle and apoptosis are presently being analyzed.

## Conclusion

Our study shows that the adaptive changes in gene expression in the murine small intestine that are induced by fasting are directed at the induction of a proportional shrinkage of the tissue components of the small intestine. The preservation of the overall architecture of the organ is achieved by converting proteins and fats into energy substrates, while suppressing excess cell turnover. The response to fasting is biphasic, with an early, postabsorptive response that peaks at 12 hours and a late response that becomes more pronounced with continued fasting. The two phases differ in that gene expression during the early adaptive phase changes in a direction that facilitated the preservation of glutamine, the catabolism of glutamate to lactate, and the catabolism of fats to ketone bodies. Prolonged fasting appeared to induce the production of glucose rather than lactate from carbohydrate backbones, a downregulation of fatty-acid oxidation and a very strong downregulation of the electron-transport chain.

## Methods

### Animals

Male FVB mice (Charles River, Maastricht, The Netherlands) were housed at 20–22°C, 50–60% humidity, a 12 hours light/dark cycle, and food and water ad libitum. At 6 weeks of age, mice were fasted by removing chow for up to 72 hours before sacrifice (n ≥ 8 per group). The animals were kept in metabolic cages to prevent the consumption of beddings and were kept warm with an infrared lamp starting at 24 h. The daily rate of body or organ mass loss was calculated as described [29]. The study followed the Dutch guidelines for the use of experimental animals and was approved by the AMC Animal Experiments Committee.

### Tissues

All animals were sacrificed between 9:00 and 10:00 a.m. by cervical dislocation. The small intestine was removed quickly in such a way that adherent tissue remained behind. A central, 1 cm-long fragment was divided in two and fixed overnight at 4°C in 4% buffered formaldehyde or a mixture of methanol, acetone, and water (2:2:1 by volume). The remaining parts of the SI were opened longitudinally, rinsed in phosphate-buffered saline, blotted, weighed, snap-frozen in liquid N_2_, and stored at -80°C. We opted to use extracts of full-thickness intestine for gene-expression profiling, because the epithelial component of the murine small intestine comprises over 70% of its volume (see Figure 2). The suitability of this strategy is underscored by a recent microarray study of transporters in the mouse intestine [51]. In addition, isolation of enterocytes [52,53] is time-consuming and, hence, entails a risk of mRNA degradation, while mucosal scraping harvests villi more efficiently than crypts [54], whereas many mRNAs are most abundant in the crypts.

### RNA isolation and quantification

Total intestinal RNA was extracted from frozen tissue with guanidiniumthiocyanate [55], followed by cesium-chloride centrifugation [56] to avoid contamination with mucus. The quality of RNA was assessed with the RNA 6000 Nano LabChip^® ^Kit in an Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, USA). Given the high sensitivity of Agilent arrays [57], we opted for 1.4-fold change as inclusion criterion for a gene. Microarray-based quantification of 8 mRNAs with a 1.3–9.2-fold change in expression was validated by qPCR, as described [58]. mRNA concentration was calculated using the LinReg program [59]. In the absence of reverse transcriptase, the signal was < 0.1% of that in its presence for each primer pair (not shown). Gene-specific primer sequences, product lengths, annealing temperatures and MgCl_2 _concentrations are shown in supplementary table 1 [see additional file 2].

### Microarrays

The 60-mer Mouse Development (22 K) Oligo Microarray G4120A (Agilent) was used. Three arrays per experimental condition were used. Per microarray, 20 μg mRNA, pooled from 2 intestines, was reverse transcribed with Cy3-labelled dCTP (Perkin Elmer, Boston, USA), using the Agilent Fluorescent Direct Label Kit. Cy5-labeled cDNA produced from RNA pooled from 6 fed animals served as the common reference across all arrays (Figure 1A). Hybridized cDNAs were detected with Agilent's dual-laser microarray slide scanner. The data were retrieved with Agilent's Feature Extraction software 6.1.1.

### Data analysis

We opted for the reference design, because it is robust to bad arrays, amenable to clustering and, more importantly, allows for comparison of more than 2 classes (time points) at once, without dye effects [60]. Foreground and background median signals were used to calculate background-subtracted intensities. The resulting data were normalized with the quantile normalization method as a preparatory step for the application of the Split-Factor ANOVA. Quantile normalization equalizes the distribution on arrays and thus limits the influence of technical errors [61,62]. Outliers were removed with a separate ANOVA model, specially developed to detect local artifacts due to scratches, blurs, dust, etc. within the common reference channel [63]. This procedure also detects non-uniform hybridization. Genes differing significantly in expression in the respective experimental conditions were identified by applying a Split-Factor ANOVA model to both the green (experimental) vs. red (reference) measurements, and the indirect, across-array comparison of the Cy3 measurements of starved vs. fed animals. The split-factor ANOVA divides the entire set of test samples into individual samples, which allows a sensitive detection of differentially expressed genes. A comparison with both the reference samples and the other test samples within the same set provides an additional test for the presence of any remaining false positives due to non-eliminated outliers. A consensus between the direct and across-array ANOVA ensures that final results do not suffer from either dye-gene effects or array-specific noise. Only genes that received a significance call in 2 out of 3 microarrays in both the direct and across-array split-factor ANOVA were taken into further consideration. In all applications, P < 0.01 and = 1.4-fold change were used as gene-inclusion criteria.

Cluster analysis was performed using the publicly available programs "Cluster" [64,65] and "TreeView" [66,67].

Pathway analysis and visualization was carried out using GenMAPP [68] (2.0 β-version, using the Mm-Std_20040411 gene database and 20040426_Mm version of local maps) and MappFinder [69] (Gladstone Institutes, UCSF, San Francisco, USA) software. GenMAPP was also used to build the map shown in Figure 7 and to modify those in Figures 6 and 10. The complexity of the response required a system-wide approach to data analysis, so the MetaCore™ software (GeneGo, Inc., St. Joseph, MI, USA) was used to assess the significance of changes in expression of genes in specified pathways [70,71]. Significance of changes in expression in pathways or networks is evaluated in the MetaCore™ suite based on the size of the overlap between user's dataset and a set of genes corresponding to a network or pathway queried. This problem is cast as the probability that randomly obtained overlap of certain size between the user's set and a network/pathway follows a hypergeometric distribution:

P(r,n,R,N)=CRr⋅CN−Rn−rCNn=Cnr⋅CN−nR−rCNR=R!(N−R)!N!⋅n!(N−n)!r!(R−r)!⋅1(n−r)!(N−R−n+r)!
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqWGYbGCcqGGSaalcqWGUbGBcqGGSaalcqWGsbGucqGGSaalcqWGobGtcqGGPaqkcqGH9aqpdaWcaaqaaiabdoeadnaaDaaaleaacqWGsbGuaeaacqWGYbGCaaGccqGHflY1cqWGdbWqdaqhaaWcbaGaemOta4KaeyOeI0IaemOuaifabaGaemOBa4MaeyOeI0IaemOCaihaaaGcbaGaem4qam0aa0baaSqaaiabd6eaobqaaiabd6gaUbaaaaGccqGH9aqpdaWcaaqaaiabdoeadnaaDaaaleaacqWGUbGBaeaacqWGYbGCaaGccqGHflY1cqWGdbWqdaqhaaWcbaGaemOta4KaeyOeI0IaemOBa4gabaGaemOuaiLaeyOeI0IaemOCaihaaaGcbaGaem4qam0aa0baaSqaaiabd6eaobqaaiabdkfasbaaaaGccqGH9aqpdaWcaaqaaiabdkfasjabcgcaHiabcIcaOiabd6eaojabgkHiTiabdkfasjabcMcaPiabcgcaHaqaaiabd6eaojabcgcaHaaacqGHflY1daWcaaqaaiabd6gaUjabcgcaHiabcIcaOiabd6eaojabgkHiTiabd6gaUjabcMcaPiabcgcaHaqaaiabdkhaYjabcgcaHiabcIcaOiabdkfasjabgkHiTiabdkhaYjabcMcaPiabcgcaHaaacqGHflY1daWcaaqaaiabigdaXaqaaiabcIcaOiabd6gaUjabgkHiTiabdkhaYjabcMcaPiabcgcaHiabcIcaOiabd6eaojabgkHiTiabdkfasjabgkHiTiabd6gaUjabgUcaRiabdkhaYjabcMcaPiabcgcaHaaaaaa@8F41@

**N **represents all nodes in the MetaCore database of interactions. **R **is a subset a user's set of genes (**I**) that become "marked" because they correspond to the user's data. **n **is the number of nodes in a network/pathway module that is selected because of a common property, such as Gene Ontology category, set of nodes related to a certain disease, metabolic or signaling process, etc. **r **is the number of marked nodes among the **n **nodes in the module. The probability of a subset of size **n **to include **r **marked nodes, provided that **n **and **R **are unrelated (null-hypothesis), follows the hypergeometric distribution.

To assess the significance of the results other than microarray data, ANOVA and Student's t-test were employed. The error bars in the figures represent the standard error of the mean (SEM).

### Histology and immunohistochemistry

8 animals per time point with 5 sections per animal were analyzed. Sections were stained with hematoxylin and eosin, or immunohistochemically. Formalin-fixed sections were boiled in 10 mM Na-citrate pH 6.0 for 10 min to retrieve antigens. Monoclonal antibodies were directed against glutamine synthetase (GS/GLNS; Transduction Laboratories, Lexington, KY), proliferating-cell nuclear antigen (PCNA, Santa Cruz biotechnology, Santa Cruz, CA, USA) and smooth-muscle actin (α-SMA; Sigma, Zwijndrecht, The Netherlands), and polyclonal antibodies against carbamoylphosphate synthetase (CPS, [72]), active caspase 3 (CASP3; R&D Systems, Abingdon, United Kingdom) and phosphoenolpyruvate carboxykinase (PEPCK; kindly provided by Dr. Bruno Christ). Antibody binding was visualized with goat anti-mouse or goat anti-rabbit IgG, both coupled to alkaline phosphatase (Sigma). Goblet cells were visualized with Alcian blue. To quantify the tissue composition of the intestines, optical-density (OD) images of PCNA, CPS, GS, PEPCK and α-SMA stainings were analyzed by NIH Image software (ver.1.61, [73]). The PEPCK antibody did react with intestinal contents and stained the boundary between the epithelial cells and the intestinal lumen nonspecifically. This boundary was therefore not taken into account when quantifying the staining. The background was always subtracted in the measurements of light absorption in stained sections. The goblet and apoptotic cells were counted. The length of the villi was measured on well-oriented sections from the point of crypt-villus transition to the tip of the villus.

## Abbreviations

*Acadm *– α-keto acid dehydrogenase

*Acadyl *– acyl-coenzyme A dehydrogenase

*Adh1*/*5 *– alcohol dehydrogenases 1/5

*Akt1 *– thymoma viral proto-oncogene 1

*Aldh1a1 *– aldehyde dehydrogenase 1a1

ANOVA – analysis of variance

*Apaf1 *– apoptotic protease-activating factor 1

Asns – asparagine synthetase

*Atm1 *– ATP-binding cassette superfamily member of the mitochondrial inner membrane

*Bad *– Bcl-associated death promoter

BCAA – branched chain amino-acids

*Bcat1 *– branched-chain amino-acid transaminase

*Bcl2 *– B-cell leukaemia/lymphoma 2

*Bcl2l1*, *Bcl-xl *– Bcl2-like 1

*Casp1/6 *– caspase 1/6

*Ccng2 *– cyclin G2

*Cd36 *– fatty-acid transporter

*Cdk1/4 *– cyclin dependent kinase 1/4

*Cip1*, *p21 *– cyclin dependent kinase inhibitor 1

*Cps *– carbamoylphosphate synthetase

*Crot *– carnitine O-octanoyltransferase

*Cte1 *– cytosolic acyl-CoA thioesterase 1

CycA2 (B2, D, E1, H) – cyclin A2 (B2, D, E1, H)

*Dci *– dodecanoyl-Coenzyme A delta isomerase

dCTP – deoxy-cytosine triphosphate

*Fabp *– fatty acid biniding protein

FVB – mouse strain sensitive to Friend leukaemia virus B

*G6Pase *– glucose-6-phosphatase

*Gclc *– γ-glutamylcysteine synthetase

*Gln-ase, Gls *– glutaminase

*Glud *– glutamate dehydrogenase

*Got1 *– glutamate-oxaloacetate transaminase

*Gpd2 *– glycerolphosphate dehydrogenase 2

*Gs*, *Glns *– glutamine synthetase

*Gsk3b *– glycogen synthase kinase 3β

Gyk – glycerol kinase

*H2-Ab1 *– major histocompatibility group class II A-β1

HE – hematoxylin-eosin

*Hmgcs2 *– 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2

*Insig-1 *– insulin-induced protein 1

*Mod *– malic enzyme

NF – neurofilament

NFκBIA – nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha

*Oat *– ornithine transaminase

OD – optical density

*Ogdh *– α-oxoglutarate dehydrogenase

*p53 *– transformation related protein 53

*Pcna *– proliferating cell nuclear antigen

*Pdk4 *– pyruvate dehydrogenase kinase 4

*Pepck, Pck1 *– phosphoenolpyruvate carboxykinase 1

*Pparα *– peroxisome proliferator-activated receptor, alpha isotype

*Prodh *– proline oxidase/dehydrogenase

qPCR – quantitative polymerase chain reaction

*Rb1 *– retinoblastoma

*Rbl1 *– retinoblastoma-like protein

RNA – ribonucleic acid

*Rxrα *– retinoid-X receptor α

*Scd1 *– stearoyl-Coenzyme A desaturase 1

*Sdha *– succinate dehydrogenase

SI – small intestine

*Sma *– α-smooth-muscle actin

TCA – tricarboxylic acid cycle

*Tpi *– triosephosphate isomerase

*UbC *– ubiquitin C

## Competing interests

The author(s) declares that there are no competing interests.

## Authors' contributions

MS carried out the biological part of the study and prepared the manuscript. AS and JV performed the morphological part of the research. DW and LGP designed and carried out the bioinformatics analysis of the data. AvK supervised this part of the study. RvH assisted with pathway analysis in GenMAPP environment, under supervision of CE. YN supported the data analysis in the MetaCore suite. TH and WL supervised the biological part of the study. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Fold changes in response to fasting. The file provided contains lists of all the genes significantly regulated (≥ 1.4 fold) per time point of fasting. Click here for file

Additional file 2 Supplementary tables 1–3 Supplementary table 1 contains gene-specific primer sequences, product lengths, annealing temperatures, and MgCl_2 _concentrations. Supplementary table 2 contains a selection of genes with an expression pattern unique for a certain phase of fasting. Supplementary table 3 contains PPARα target genes differentially expressed in fasted intestine. Click here for file

Additional file 3 Pathway specific gene lists. The file contains lists of the genes significantly regulated in the pathways shown in the Figures 6–10. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO, [74]) and are accessible through GEO Series accession number GSE8019. Click here for file

# Supplementary material for: Fasting induces a biphasic adaptive metabolic response in murine small intestine
**Source:** BMC Genomics. 2007 Oct 9;8:361. doi: 10.1186/1471-2164-8-361
**Supplement:** Additional file 2 — Supplementary tables 1–3 Supplementary table 1 contains gene-specific primer sequences, product lengths, annealing temperatures, and MgCl2 concentrations. Supplementary table 2 contains a selection of genes with an expression pattern unique for a certain phase of fasting. Supplementary table 3 contains PPARα target genes differentially expressed in fasted intestine.

**Supplementary table 1:** Gene-specific primer sequences, product lengths, annealing temperatures, and MgCl<sub>2</sub> concentrations.

| gene          | primer sequence (5'→3')  | product length<br>(bp) | temp<br>(°C) | MgCl <sub>2</sub><br>(mM) |
|---------------|--------------------------|------------------------|--------------|---------------------------|
| <b>18S</b>    | F: TTCGGAAGTGGCCATGAT    | 132                    | 58           | 3                         |
|               | R: CGAACCTCCGACTTTCGTTCT |                        |              |                           |
| <b>Casp6</b>  | F: GTGTTGATCCAGCCGAG     | 309                    | 55           | 3                         |
|               | R: GCGTCGTATGCGTAAAC     |                        |              |                           |
| <b>Ccng 2</b> | F: GCTAGCTTTGCATGCACCT   | 230                    | 60           | 3                         |
|               | R: GCTCCATCACCACACAGAA   |                        |              |                           |
| <b>Gs</b>     | F: CCACCTCAGCAAGTTCCC    | 318                    | 55           | 3                         |
|               | R: GGCTTCCGGTTATACTTG    |                        |              |                           |
| <b>Pck1</b>   | F: GCCAAGCTCACGCCCATC    | 329                    | 58           | 3                         |
|               | R: CTCACGATTGTGCCGCTAT   |                        |              |                           |
| <b>Pdk4</b>   | F: GGGGGTGAAGTGGTAGATTT  | 191                    | 58           | 3                         |
|               | R: GCACCTTAGCTCTAGGTCA   |                        |              |                           |
| <b>H2-Ab1</b> | F: GATCAAAGTGCCTGGTT     | 229                    | 55           | 2                         |
|               | R: GCCGCTCAACATCTTGCT    |                        |              |                           |
| <b>Rxra</b>   | F: GCACGTACACCGGAACA     | 217                    | 53           | 3                         |
|               | R: CGCTTCTAGTGACGCATA    |                        |              |                           |
| <b>UbC</b>    | F: CATCACCTGGACGTCGA     | 171                    | 60           | 3                         |
|               | R: AATGAAACTTGTTAACAGC   |                        |              |                           |

PCR primers were chosen at the 3' end of the molecule and spanned, when possible, exon-intron boundaries to avoid amplification of genomic DNA. 18S rRNA was used for normalization. Tested genes were: caspase 6 (*Casp6*), cyclin G2 (*Ccng2*), glutamine synthetase (*Gs*), phosphoenolpyruvate carboxykinase 1 (*Pck1*), pyruvate dehydrogenase kinase 4 (*Pdk4*), major histocompatibility group class II A-β1 (*H2-Ab1*), retinoid-X receptor α (*Rxra*), ubiquitin C (*UbC*).

**Supplementary table 2:** Selection of genes with an expression pattern unique for a certain phase of fasting.

| <i>gene name</i>          | <i>description</i>                                    | <i>fold change</i> |            |            |
|---------------------------|-------------------------------------------------------|--------------------|------------|------------|
| <i>short-term fasting</i> |                                                       | <i>12h</i>         | <i>24h</i> | <i>72h</i> |
| <i>Car1</i>               | carbonic anhydrase 1                                  | 4.2                |            |            |
| <i>Acadvl</i>             | acyl-Coenzyme A dehydrogenase, very long chain        | 2.3                |            |            |
| <i>Fabp4</i>              | fatty acid binding protein 4                          | 2.2                |            |            |
| <i>Slc34a2</i>            | solute carrier family 34 (sodium phosphate), member 2 | 5.4                | 1.9        |            |
| <i>Des</i>                | desmin                                                | 3.0                | 3.9        |            |
| <i>Gpx3</i>               | glutathione peroxidase 3                              | 2.3                | 1.7        |            |
| <i>Ogdh</i>               | oxoglutarate dehydrogenase (lipoamide)                | 2.1                | 1.8        |            |
| <i>Ppara</i>              | peroxisome proliferator activated receptor alpha      | 1.4                | 2.2        |            |
| <i>Cubn</i>               | cubilin (intrinsic factor-cobalamin receptor)         | -3.0               |            |            |
| <i>Gclm</i>               | glutamate-cysteine ligase, modifier subunit           | -2.7               |            |            |
| <i>prolonged fasting</i>  |                                                       |                    |            |            |
| <i>Ikbkg</i>              | inhibitor of kappaB kinase gamma                      |                    |            | 10.0       |
| <i>Creb3</i>              | cAMP responsive element binding protein 3             |                    |            | 6.0        |
| <i>Timp2</i>              | tissue inhibitor of metalloproteinase 2               |                    |            | 5.9        |
| <i>Rxra</i>               | retinoid X receptor alpha                             |                    |            | 5.5        |
| <i>Pcdh18</i>             | protocadherin 18                                      |                    |            | 5.5        |
| <i>Jak3</i>               | Janus kinase 3                                        |                    |            | 4.6        |
| <i>Lipc</i>               | lipase, hepatic                                       |                    |            | 4.4        |
| <i>Cdkn1a</i>             | cyclin-dependent kinase inhibitor 1A (P21)            |                    |            | 3.1        |
| <i>Dnclcl</i>             | dynein, cytoplasmic, light chain 1                    |                    |            | -4.6       |
| <i>Tnxb</i>               | tenascin XB                                           |                    |            | -3.7       |

Shown are fold changes (increase represented by positive and decrease by negative numbers) of genes specifically up- or downregulated in short (12 and 24h) and prolonged fasting (72h), which could be used as biomarker collection.

**Supplementary table 3:** PPAR $\alpha$  target genes are differentially expressed in fasted intestine.

| <i>gene symbol</i> | <i>gene name</i>                                                             | <i>12h</i><br>( <i>Ppara</i> $\uparrow$ ) | <i>24h</i><br>( <i>Ppara</i> $\uparrow$ ) | <i>72h</i><br>( <i>Ppara</i> $\emptyset$ ) |
|--------------------|------------------------------------------------------------------------------|-------------------------------------------|-------------------------------------------|--------------------------------------------|
| <i>Crot</i>        | carnitine O-octanoyltransferase                                              | -1.8                                      | -1.7                                      | -1.8                                       |
| <i>Cpt2</i>        | carnitine palmitoyltransferase 2                                             | /                                         | /                                         | -3.3                                       |
| <i>Acadvl</i>      | acyl-Coenzyme A dehydrogenase, very long chain                               | 2.3                                       | /                                         | /                                          |
| <i>Acadl</i>       | acyl-Coenzyme A dehydrogenase, long-chain                                    | /                                         | /                                         | -1.8                                       |
| <i>Scd1</i>        | stearoyl-Coenzyme A desaturase 1                                             | 1.9                                       | 1.9                                       | /                                          |
| <i>Dci</i>         | dodecanoyl-Coenzyme A delta isomerase (3,2 trans-enoyl-Coenzyme A isomerase) | 1.4                                       | /                                         | -1.6                                       |
| <i>Mod1</i>        | malic enzyme, supernatant                                                    | -1.8                                      | -1.5                                      | -1.9                                       |
| <i>Hmgcs2</i>      | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2                             | 3.8                                       | 2.2                                       | 2.6                                        |
| <i>Fabp4</i>       | fatty acid binding protein 4, adipocyte                                      | 2.2                                       | /                                         | /                                          |
| <i>Fabp5</i>       | fatty acid binding protein 5, epidermal                                      | -1.6                                      | /                                         | -1.8                                       |
| <i>Gpd1</i>        | glycerol-3-phosphate dehydrogenase 1 (soluble)                               | /                                         | /                                         | -2.5                                       |
| <i>Gyk</i>         | glycerol kinase                                                              | /                                         | -1.9                                      | -1.7                                       |
| <i>Cte1</i>        | cytosolic acyl-CoA thioesterase 1                                            | 2.9                                       | 1.6                                       | /                                          |
| <i>Cd36</i>        | CD36 antigen                                                                 | /                                         | /                                         | 2.1                                        |
| <i>Mgll</i>        | monoglyceride lipase                                                         | /                                         | 1.5                                       | /                                          |
| <i>Pdk4</i>        | pyruvate dehydrogenase kinase, isoenzyme 4                                   | 2.5                                       | 2.4                                       | 7.3                                        |

The regulation of PPAR $\alpha$  target genes (shown here as a fold change) coincides with a change in *Ppara* expression, depicted by symbols indicating its upregulation at 12 and 24h (1.4 and 2.2 fold respectively), and no change in expression at 72 hours of fasting.

How the deposited data were processed for this re-analysis (not part of the article)

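RNA of the small intestine of fed mice and of mice fasted for 12, 24 or 72 h was measured on 12 Agilent 2-colour arrays, 3 per time point. Each array carried the Cy3-labelled RNA of a pool of 2 mice and a Cy5-labelled reference from fed mice. The pools share the numbers 1 to 3 across time points, but each pool is of different mice. The reference is described for 11 arrays as a pool of 6 fed mice and for fed replicate 3 by its source as the 2 fed mice of its own Cy3 pool and by its labelling protocol as the pool of 6, and all arrays were treated as having a common reference.

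The authors scanned the arrays and deposited the output of Feature Extraction 6.1.1, in which each spot has a median foreground and a median background intensity per channel, neither corrected nor normalized. The authors' deposited files also give the log10 ratio of Cy5 over Cy3, after the software's own background subtraction and dye normalization, and flags for outlier, saturated and dim spots. In these log10 ratios the decimal point of some cells had been moved, and such cells were scaled back by decimal places according to their size, or left out where their size left the point open. The authors' deposited value table holds the same ratios with the opposite sign, as the log10 of Cy3 over Cy5. The paper's methods subtract the background, quantile normalize, remove outliers with an analysis of variance of the reference channel, and call genes with a Split-Factor analysis of variance at P under 0.01 and 1.4-fold where the direct comparison with Cy5 and the comparison of Cy3 across arrays concur. That analysis of variance was not repeated, and limma took its place.

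From the intensities, the background was corrected with normexp (offset 50), and the 24 channels were quantile normalized together. Of the 21446 spots of an array, 1075 controls were left out after the background step, as were spots marked as outliers, while saturated spots were kept. Spots of a probe were averaged, which left 20281 probes. The log2(Cy3/Cy5) values were fitted with limma 3.58.1 in R 4.3.3, with a mean for each time point over all 12 arrays, and contrasts of each fasted time point with the fed pools were moderated with eBayes. P-values were adjusted by the Benjamini-Hochberg method, and a change is called at an adjusted p under 0.05. The paper's thresholds, an unadjusted p under 0.01 and a change of at least 1.4-fold or 2-fold, were applied to the same fit. A moderated F-test covered the 3 contrasts. The Cy5 channel was fitted in the same way as a negative control. Tables were read with data.table 1.17.8 and pandas 2.3.3 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

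A probe not well above background on any array of a time point has only a bound there. Its fold is then given as at least the ratio of the brighter time point's mean to the dimmer one's, with each dim array set to the higher of the lowest signal of a probe well above background and the probe's own signal, in the Cy3 channel after loess and Aquantile normalization. Such bounds are open to dye bias, since dyes were not swapped. The signal over background of the arrays and their number limit the precision, and 19035 probes were well above background in Cy3 on every array of at least 1 time point.

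Genes carry the names in the authors' 12 h files, and 12632 probes have a symbol there. The fed files give some probes another name. In an annotation table of the mouse assembly GRCm38.p6, 10082 probes were found, 9946 by gene number and 136 by accession, and 5378 of these have another symbol today. Named genes are all those of the paper's text, of its Figures 4 and 6, of Additional file 2 (tables 2 and 3) and of Additional file 3. To these were added, for each time point, the 5 probes with the largest rise and the 5 with the largest fall among those called, with all 3 fasted pools on the same side of all 3 fed pools and a proper gene symbol. A gene's value is that of the probe whose feature number Additional file 1 lists for it, otherwise that of its probe with the highest mean intensity, and other probes are given where they differ in direction or call. Where the fold changes listed for a gene are those of a probe with another name, that probe is given by its name in the files, a match made after the values were seen.

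Arrays were clustered on the log ratios with average linkage and correlation, and a permutation test with 100000 resamples compared the correlation within and between time points. Gene sets, 10 lists of symbols, were tested with limma's camera (preset correlation 0.01) and with the hypergeometric test at the paper's thresholds, with the brightest probe of each gene. Both tests used the 10468 genes with a symbol. In addition, 10 marker lists with 76 genes were tested with camera for smooth muscle, enterocyte, goblet cell, Paneth cell, B and plasma cell, T cell, exocrine pancreas, adipose tissue, erythroid and clock genes. Fold changes of Additional file 1 were matched to probes by feature number. The alternatives were plain or no background subtraction, loess within arrays with or without Aquantile, median centring, Feature Extraction's log ratio, outlier spots kept, dim probes left out, the Cy3 channel alone, direct comparison with the reference, both comparisons together, no moderation of the variance, only the arrays of the 2 time points compared, a replicate block, a stricter adjusted p of 0.01, fry, calls at an adjusted p in the hypergeometric test, complete linkage and each array left out in turn. Chance was judged from all 10 splits of 2 time points and from 100 regroupings of the 12 arrays.

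The fit was tested on simulated arrays with 200 of 20281 probes changed. At 24 h and 72 h an adjusted p under 0.05 recovered 67.5% and 68.5% of them with 6.9% and 4.86% of its calls unchanged, and the paper's thresholds recovered 81.5% and 78.5% with 42.2% and 46.8% unchanged. The unchanged shares depend on the 200 changed probes and do not carry over to the real arrays. The MetaCore and GenMAPP maps, the qPCR measurements, the immunostaining and the slide and scan date of the arrays are not used here. The values of some genes that the paper names are not reported here.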

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

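The tests of explanations in this part were chosen after the results were seen. The fit of the Cy5 channel and the marker lists had been set before the data were examined.

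The Cy5 channel carries the reference RNA on every array, and the paper uses it to remove outliers but gives no result by time point for it. It differed between time points, with 5844 of 20281 probes called by a moderated F-test. No other of 100 regroupings of the arrays gave as many (1 of 100, the real one included), so chance can be excluded for the F-test. For the single comparisons, the real split alone gave as many Cy5 probes (1 of 10 splits) between 12 h and 0 h, 24 h and 0 h, 24 h and 12 h, 72 h and 12 h, and 72 h and 24 h. Between 72 h and 0 h all splits gave as many (10 of 10), since limma called 0 probes there, with 869 at an unadjusted p under 0.05. A share under 0.1 cannot be reached with 3 arrays against 3, so the splits cannot decide on chance for the single comparisons. The F-test called 3789 probes without fed replicate 2 and 10210 without replicate 1 of 12 h. A signal range shared by 0 h and 72 h, and another by 12 h and 24 h, is argued against as the whole cause. Between 24 h and 12 h, which share a range, limma called 2920 probes (adjusted p under 0.05). The count ran from 1396 without replicate 1 of 24 h to 6823 without replicate 1 of 12 h. Every other split of the 12 h and 24 h arrays gave at most 2 probes. Cy3 signal reaching the Cy5 channel stays open, because the changes of both channels correlated at 0.715 across probes at 24 h, and spot effects that act on both channels would give such a correlation too. Another preparation or labelling of the reference at 12 h and 24 h also stays open. The Cy5 signals of 12 h and 24 h arrays correlated at 0.886 on average and those of fed and 24 h arrays at 0.901, but without replicate 3 of 12 h the first value was 0.925, so the order rests on that array. Neither value forbids different preparations on different arrays. The file format follows the same division, so these cannot be told apart. No biological explanation was tested, since the reference comes from fed mice on every array.

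These Cy5 differences enter the log ratio. Of the probes called at 12 h, 54.2% had a larger change in Cy5 than in Cy3, and of those called at 24 h 31.8% did. Whether the log-ratio changes at 12 h and 24 h are changes of the intestine or of the reference channel cannot be told apart for these probes, because both time points cross the division between file formats. At 72 h the share was 5.58%, which argues against the reference channel as the source of most of the changes at that time point.

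The changes of Glud differed between time points, by 1.92 on the log2 scale between 12 h and 72 h (adjusted p = 0.00036), from lower to higher than in the fed pools. At 12 h the Cy5 signal of Glud rose by 0.55 and its Cy3 signal fell by 0.44, in the 2 of 3 pools with a value, so a part in the reference channel and one in the intestine cannot be told apart. The rise at 72 h was present in Cy3 (1.14). Between 12 h and 72 h the Cy3 signal of Glud rose by 1.58 (limma, adjusted p = 0.00028) and its Cy5 signal changed by -0.34 (adjusted p = 0.24). These values argue against the reference channel as the source of most of that difference, although it crosses the file formats. Within a format, between 12 h and 24 h, the log ratio rose by 1.48 (limma, adjusted p = 0.0034). A change of the intestine with the duration of fasting stays open as an untested biological explanation.

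Mcl1 (A_65_P16780) also went from lower to higher than in the fed pools, by 1.4 on the log2 scale between 12 h and 72 h (adjusted p = 0.00022). Its Cy3 signal changed by only 0.09 at 12 h, while Cy5 rose by 0.78, so the fall at 12 h may come from the reference channel. At 24 h it fell by 0.56 (adjusted p = 0.028), with a change of -0.32 in Cy3 and of 0.24 in Cy5, neither of them called, so for that fall the reference channel and the intestine are both left open. The rise at 72 h, 0.88 in Cy3, is left unexplained by the reference.

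The marker list of smooth muscle was higher at 12 h, with a median log2 change of 0.92 over the 8 genes with a probe out of 9 listed (camera, adjusted p = 0.0072), 7 of them higher. Myh11 changed by 0.4 and Myl9 by 0.36, whereas Acta2 changed by 2.38, Actg2 by 1.8, Des by 1.73 and Smtn by 1.44, and Cnn1 by -0.08. For this list as small a camera p arose in 4 of 100 regroupings, but for any of the 10 lists in 27 of 100, so chance cannot be excluded once the choice among the lists is counted. The call was lost with median centring, in the Cy3 channel alone, without moderation of the variance and without fed replicate 2. A lower share of epithelium would raise the markers of other cell types alike. The median of the B and plasma cell list was 0, but over 4 genes that moved both ways, which does not decide this. A lower share of epithelium would also raise all muscle transcripts alike. It is argued against as the whole cause, since 3 of the 8 genes lay over 2 SE below the median of the list. A lower share of epithelium beside other changes stays open. In Cy3 alone the median was 0.42 and no longer called, so changes of the reference channel stay open as well. More of the muscle wall in the 12 h pools, with all its transcripts alike, is argued against as the whole cause, since 3 of the 8 genes (Myh11, Cnn1 and Tpm2, which changed by 0.07) lay over 2 SE below the median of the list. A larger share of muscle beside other changes stays open. All 8 genes were well above background on 11 or 12 of the 12 arrays, which carry RNA of the full thickness of the intestine, muscle included, and none is on another list. A change of expression with fasting itself was not tested apart from these.

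The B and plasma cell list was lower at 72 h, with a median log2 change of -0.73 (camera, adjusted p = 0.00042) and all 4 genes with a probe, of 7 listed, lower. Igj changed by -3.22, Igh-6 by -0.99, Pou2af1 by -0.46 and Cd79a by -0.08. Regroupings gave this list as small a camera p in 3 of 100, and any list in 11 of 100, so with the choice among the lists chance cannot be excluded. The call was kept in every alternative and without each array in turn. Changes of the reference channel are argued against, since the median in Cy3 alone was -0.58 and limma called 0 probes of Cy5 between 72 h and 0 h. Fewer cells of the B lineage of every kind stay open. Cd79a barely moved, but it is 1 gene. A fall of immunoglobulin transcripts within the cells is an untested biological alternative.

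The clock list was higher at 72 h, with a median log2 change of 0.35 over 6 genes of 13 listed (camera, adjusted p = 0.021) and 4 of them higher. Arntl changed by 1.45, Cry2 by 1.15, Npas2 by 0.58 and Cry1 by -0.52. As small a camera p arose for this list in 2 of 100 regroupings and for any list in 50 of 100, so chance cannot be excluded for a list chosen in this way. The call was lost with loess, with median centring and without fed replicate 2. The median in Cy3 alone was 0.38, which argues against changes of the reference channel. The paper states that all animals were killed in the same hour of the morning. The arrays themselves do not decide on another time of day of tissue collection, since Tef changed by -0.01 and a single gene excludes nothing. A response of clock genes to fasting is an untested biological alternative.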

How the results depend on the processing

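No alternative in this part was chosen after the results were seen, whereas the check of whether pool numbers pair the arrays followed them.

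Of 678 results for named genes, 287 were called. Of these, 81 kept the call and the direction in every alternative, 131 without each array in turn and 73 in both. Of the 4 gene set tests past camera, 1 held throughout, as did 1 of the 3 marker list tests. The count of probes past an unadjusted p of 0.01 at 1 or more time points, the share of lower electron-transport genes at 72 h and the clustering measures stayed within their limits in every alternative other than leaving out an array.

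With no background correction, the counts at 12, 24 and 72 h of probes changed 2-fold or more went from 697, 474 and 767 to 306, 153 and 455. At an unadjusted p of 0.01 and 1.4-fold, 1693 passed at 12 h in place of 2821, 1756 at 72 h in place of 2653, and 3939 at 1 or more time points in place of 6017. The 12 h call count went from 2208 to 1188. For the overlaps, 304 were at 12 h and 24 h only (538 before), 290 at 12 h and 72 h only (441), 118 at 24 h and 72 h only (236), 814 at 12 h only (1392) and 285 at all 3 (450). Hypergeometric tests passed for 7 sets in place of 4, the 72 h correlation with Additional file 1 was 0.965 in place of 0.973, and the Cy5 channel gave 2508 probes at 12 h in place of 4451 and 3338 in the F-test in place of 5844. With plain subtraction of the background or with only the probes well above background, 2 sets passed camera. The cause was not tested.

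With loess within each array, 3992 probes were called at 24 h in place of 2031 and 3377 at 72 h in place of 2149, 416 lay at 24 h and 72 h only, 2 sets passed camera, and the correlations with Additional file 1 were 0.918 at 12 h and 0.964 at 72 h. Aquantile after loess gave the same log ratios. Median centring called 3896 probes at 24 h, and gave 857 and 1156 changed 2-fold at 24 h and 72 h, 874 at 12 h and 24 h only, 977 at all 3, 7 sets past each of camera and the hypergeometric test, correlations of 0.891 at 12 h and 0.961 at 72 h, and 6239 Cy5 probes at 24 h in place of 4138. Feature Extraction's log ratio, which as Cy3 over Cy5 is also the deposited value table, called 3279 at 24 h and gave 1600, 2477 and 2293 changed 2-fold, 828 at 12 h only, 416 at 24 h and 72 h only, 721 at all 3, 2 sets past camera, and correlations of 0.9 at 24 h and 0.954 at 72 h. The cause was not tested.

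In the Cy3 channel alone, 5030 probes were called at 24 h, 4661 passed the paper's thresholds there, 1297 changed 2-fold there, 1416 lay at 12 h and 24 h only, 179 at 12 h and 72 h only, 585 at 24 h and 72 h only and 2288 at 24 h only (1434 before). Camera passed for 1 set and the hypergeometric test for 2, and the correlations with Additional file 1 were 0.74, 0.857 and 0.926, against 0.942, 0.947 and 0.973. Directly against the reference, 4778, 3105 and 5066 probes were called, 8854 passed the F-test in place of 5050, 256 changed 2-fold at 24 h, 7 sets passed the hypergeometric test, and the correlations at 12 h and 72 h were 0.975 and 0.994. When both comparisons had to pass, 1843 and 1432 passed at 12 h and 24 h (2821 and 2658), 369 and 186 changed 2-fold, and 230, 141, 796 and 265 lay at 12 h and 24 h only, at 24 h and 72 h only, at 24 h only and at all 3. This alternative can only lower a count of probes at a time point. For the others the cause was not tested.

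Without moderation of the variance, 1034 and 1226 probes were called at 12 h and 24 h, 2789 passed the F-test, 447 changed 2-fold at 12 h, 288 lay at 12 h and 72 h only, and 2 sets passed camera. At an adjusted p under 0.01, 372, 364 and 905 were called, as a stricter threshold calls fewer. With only the 2 time points compared in the fit, limma called 0 probes at 12 h, although 4241 had an unadjusted p under 0.05 and the lowest adjusted p was 0.053. It called 3253 at 24 h and 3815 at 72 h. In that fit 1451 passed the paper's thresholds at 12 h, 223 lay at 12 h and 72 h only, 582 at 24 h and 72 h only and 479 at 12 h only, 2 sets passed camera, and 509 and 6820 Cy5 probes were called at 12 h and 24 h. Under fry, 8 set tests passed. Apart from the threshold, the cause was not tested.

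With the pool number as a replicate block, 1291 probes were called at 12 h in place of 2208. The numbers do not pair the arrays: the deviations of arrays with the same number correlated at -0.04 on average (18 pairs, from -0.3 to 0.13), and those with other numbers at 0.02 (36 pairs).

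A value of a single time point was recomputed without each fed array and each array of that time point, and not without those of the others. Leaving out each array in turn in this way, the count of called probes ranged from 640 (without fed replicate 3) to 4591 (without replicate 1 of 12 h) at 12 h, from 584 (fed replicate 1) to 1203 (replicate 2 of 24 h) at 24 h and from 852 (replicate 1 of 72 h) to 1758 (fed replicate 2) at 72 h. The F-test gave 2575 (without replicate 1 of 72 h) to 7431 (without replicate 1 of 12 h). An unadjusted p under 0.01 at 1 or more time points was passed by 4575 (without fed replicate 3) to 7867 probes (without replicate 1 of 12 h), and the paper's thresholds by 4538 to 7689 at 1 or more time points, 1917 (fed replicate 3) to 4352 (replicate 1 of 12 h) at 12 h, 1884 to 2176 at 24 h and 1618 (replicate 1 of 72 h) to 2377 at 72 h. Changed 2-fold were 376 (fed replicate 3) to 1217 (replicate 1 of 12 h), 407 to 571 and 568 to 1011. The overlaps ranged from 333 (replicate 1 of 24 h) to 693 at 12 h and 24 h only, 227 (fed replicate 3) to 634 at 12 h and 72 h only, 148 (fed replicate 1) to 461 (replicate 3 of 12 h) at 24 h and 72 h only, 783 (replicate 3 of 12 h) to 2456 (replicate 1 of 12 h) at 12 h only, 988 to 1929 at 24 h only, 873 (replicate 1 of 72 h) to 2075 at 72 h only and 235 (fed replicate 3) to 570 at all 3. The Cy5 channel gave 1943 (fed replicate 2) to 7705 (replicate 1 of 12 h) probes at 12 h, 2325 (fed replicate 3) to 3052 at 24 h and 3789 (fed replicate 2) to 10210 (replicate 1 of 12 h) in the F-test. Camera passed for 2 (fed replicate 1) to 5 sets and the hypergeometric test for 2 (fed replicate 3) to 6. The share of lower electron-transport genes ranged from 47.7% to 58.5%, the correlation within minus between time points from 0.31 to 0.4, the time points with a branch of their own from 2 to 4, and the correlations with Additional file 1 from 0.918 to 0.942, 0.916 to 0.957 and 0.965 to 0.972.

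The share of higher probes among those called moved by over 10 points in some alternatives. At 24 h it was 37.5%, and 48.6% with no background correction, 26.9% without fed replicate 1 and 22.6% without replicate 1 of 24 h. At 72 h it was 45.4%, and 31.6% with median centring, which also moved it from 44.8% to 34% at the paper's thresholds. Of probes changed 2-fold at 12 h, 64.3% were higher, against 76.5% with no background correction, 83.2% with loess, 14.8% with median centring, 37.8% with Feature Extraction's log ratio, 36.2% in the Cy3 channel alone, 50.3% without moderation of the variance and 51.5% with only the fed and 12 h arrays. At 24 h it was 39.2%, against 56.9% with no background correction, 67.2% in the Cy3 channel alone and 28.5% without replicate 1 of 24 h. At 72 h it was 51.4%, against 61.8% with loess, 24.5% with median centring, 37.2% with Feature Extraction's log ratio and 62.4% in the Cy3 channel alone. Under the other scalings and in the Cy3 channel alone, the median log2 change of all probes lay between -0.06 and 0.02. The scalings largely fix this median. The cause was not tested.

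Some named genes reversed. In the Cy3 channel alone at 12 h, Atp5j went from -0.81 to 0.01, Bad (A_65_P16603) from 1.51 to -0.67, Bcl2l1 from -0.27 to 0.65 (A_65_P07647) and from 0.16 to -2.36 (A_65_P09330), Cyca2 (A_65_P13099) from 0.06 to -0.58, Cych from -1.01 to 0.1, Fh1 from -0.86 to 0.4, Got1 from -0.89 to 0.12, Mcl1 (A_65_P16780) from -0.69 to 0.08, Ndufa4 from -0.72 to 0.23, Ndufa8 from -0.77 to 0.02, Pparα (A_65_P12172) from 1.02 to -0.25, Suclg1 from -0.96 to 0.07 and Timp2 (A_65_P12392) from 0.18 to -1.5. At 24 h in that channel, Bcl2l1 (A_65_P09330) went from 0.07 to -1.97, Cte1 from 0.85 to -0.01, Cyca2 (A_65_P13099) from 0.05 to -0.53, Mdh1 from 0.02 to -0.64 and Odc from -0.1 to 0.64. With loess, Apoa4 went from -0.1 to 0.67 at 24 h, with median centring Atp5o from 0.16 to -0.78 at 12 h, and directly against the reference Cd3e from -0.06 to 0.4 at 72 h. In each case the value before or after the reversal was called. The cause was not tested.

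A block for slide or scan date was not run, since no date is used here. Of the 20281 probes, 19035 were well above background in Cy3 on every array of at least 1 time point, and for a probe that was not, a bound or no fold is given. The number of arrays limits the precision.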

Differences from the paper's values

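The comparisons of counts and fold changes in this part had been planned, and the match of listed fold changes to probes of another name was chosen after the results were seen.

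Of 17 counts and 64 fold changes compared with those that the paper states or plots, 7 counts and 11 fold changes differed from the values found here. A count was taken to differ where one value was over 1.5 times the other, and a fold change where the signs differed or the log2 values lay further apart than the larger of the SDs among the fasted and among the fed pools. A gene whose pools scattered widely can therefore lie further from the paper's value without being listed. Every alternative named in this part was set before the data were examined, and for each value all alternatives that are not named left the difference in place. At an unadjusted p of 0.01 and 1.4-fold, 2821 probes passed at 12 h, where the paper's number of genes is 1495. The count came within 1.5 times the paper's with no background correction, without moderation of the variance, with only the fed and 12 h arrays in the fit, when both comparisons had to pass in the same direction, and without fed replicate 1 or 3. At 24 h 2658 probes passed and the paper's number is 1336, which was reached within 1.5 times with no background correction, without moderation of the variance, when both comparisons had to pass, and without fed replicate 1 or replicate 1 of 24 h. At 2-fold or more, 697 probes passed at 12 h and the paper's number is 331. The difference closed with no background correction, directly against the reference, without moderation of the variance, with only the fed and 12 h arrays, when both comparisons had to pass, and without fed replicate 3 or replicate 3 of 12 h. At 24 h, 474 probes passed and the paper's number is 196, and the difference closed with no background correction, directly against the reference and when both comparisons had to pass. For 12 h and 24 h only, 538 probes passed, against the paper's about 140 in Fig. 1B, read by eye, and no alternative closed the difference. For 12 h only, 1392 passed, against the paper's about 620 in Fig. 1B, read by eye, and it closed with no background correction, with Feature Extraction's log ratio, with only the 2 time points compared in the fit and without replicate 3 of 12 h. For 24 h only, 1434 passed, against the paper's about 540 in Fig. 1B, read by eye, and it closed when both comparisons had to pass.

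A fold change of the paper counts as reached where the difference fell within the SD limit above, even if the value itself was not met. Among fold changes, Prodh was 1.55-fold higher at 72 h, where the paper's value is 2, and no alternative closed the difference. Gnpnat1 at 24 h was 1.55-fold lower and the paper's value is 2-fold lower, which was reached with median centring and with Feature Extraction's log ratio. Gfpt at 24 h was 1.13-fold higher, and the paper gives more than 2-fold (compared here as 2). The difference closed in the Cy3 channel alone and directly against the reference, where Gfpt2 was 1.8-fold higher. Acadvl at 12 h was 11-fold higher against the 1 fed array that measured it, and the paper's value is 2.3, reached directly against the reference and with outlier spots kept. Slc34a2 at 12 h was 3.61-fold higher and the paper's value is 5.4, reached with outlier spots kept. Pparα was 2-fold higher at 12 h, where the paper's value is 1.4, reached with median centring, in the Cy3 channel alone and directly against the reference. At 24 h it was 3.03-fold higher and the paper's value is 2.2, reached under the same 3 alternatives, with no background correction, and without fed replicate 3 or replicate 1 or 2 of 24 h. Tnxb at 72 h changed -1.74-fold and the paper's value is -3.7, reached with median centring and directly against the reference. Cd36 at 72 h was 2.43-fold higher and the paper's value is 2.1, reached with no background correction, with median centring and directly against the reference. Pdk4 at 24 h was 3.05-fold higher and the paper's value is 2.4, reached with no background correction, with median centring, in the Cy3 channel alone, directly against the reference and without replicate 2 or 3 of 24 h. At 72 h it was 5.1-fold higher and the paper's value is 7.3, reached with loess and with Feature Extraction's log ratio.

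Some directions and genes also differed from what the paper states. The paper describes the late response by a larger number of affected genes, whereas 2653 probes passed its thresholds at 72 h, against the 2821 and 2658 of the earlier time points. The number was largest at 72 h directly against the reference, without moderation of the variance, with only the 2 time points compared in the fit and when both comparisons had to pass. The paper gives Hadha as lower at 72 h, and its log2 change was -0.12. Hadha fell directly against the reference, by 0.58. Acadvl is given as lower too. Its log2 change was 2.14 against the 1 fed array that measured it, and it was not called directly against the reference (0.55, adjusted p = 0.13) or with outlier spots kept (0.7, adjusted p = 0.42), so its direction stays open. Gclc is given as lower, and its log2 change was 0.32 at 12 h and 1.17 at 72 h, the latter called as higher with loess, with Feature Extraction's log ratio, in the Cy3 channel alone and with only the fed and 72 h arrays. The inhibitor p15 (Cdkn2b) is given as higher and changed by -1.09 at 72 h. Additional file 3 gives Ndufa7 and Uqcrc2 as higher at 12 h, and they changed by -0.72 and -0.61.

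A call directly against the reference keeps dye effects and does not set the fasted pools against the fed pools. Several genes that the paper calls changed were not called here. Those called directly against the reference were Bcat1 at 12 h and 72 h, Polb at 12 h, Gfpt at 24 h, Adh1 at 12 h and 72 h (also with median centring) and G6pc-rs at 72 h. Nbn at 12 h was called with median centring, in the Cy3 channel alone, directly against the reference and without replicate 1 of 12 h. Mre11a at 12 h was called directly against the reference and without replicate 1 of 12 h, and at 24 h in the Cy3 channel alone. Bcl2 at 72 h was called with loess, with Feature Extraction's log ratio, directly against the reference and with only the fed and 72 h arrays. Dci at 12 h was called with loess, in the Cy3 channel alone, directly against the reference and without fed replicate 3. Fabp4 at 12 h was called in the Cy3 channel alone, directly against the reference and without replicate 3 of 12 h. The probes named Apaf1 were not called at 72 h, and that named Ccne1 was called at 24 h in the Cy3 channel alone.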

Other observations

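All tests of explanations and regroupings in this part were chosen after the results were seen, apart from the regroupings of the F-test on the log ratio, which had been planned.

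The 100 regroupings of the 12 arrays into 4 groups of 3 bear on the results of the log ratio. The F-test over the 4 time points called 5050 probes, and no other regrouping gave as many (1 of 100, the real one included), so chance can be excluded. For each of the 6 comparisons of 2 time points, the real split alone gave as many probes (1 of 10 splits each). The other splits gave 0 to 3 probes. A share under 0.1 cannot be reached with 10 splits, so this test cannot decide on chance, and no conclusion is drawn from it. For the gene sets, 52 of 100 regroupings gave 4 or more camera tests past the threshold, so chance cannot be excluded for their number. The electron-transport chain at 72 h reached as small a camera p in 4 of 100 regroupings, and any set did so in the same number, so chance can be excluded there at that level. By the regroupings of camera, chance cannot be excluded for the chain at 24 h (28 of 100 for the chain and for any set). The same holds for fatty-acid oxidation at 72 h (43 of 100, and 88 for any set) and the cell cycle at 72 h (11 of 100, and 89 for any set). Under fry the adjusted p of these sets was 0.0061, 0.0026 and 0.0028, in that order. Of the marker lists, 3 tests passed, and 14 of 100 regroupings gave as many, so chance cannot be excluded for their number either. These shares also follow the file formats, since a regrouping that keeps the 12 h and 24 h arrays apart from the others keeps that difference.

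The fold changes of Additional file 1 followed the direct ratio of each fasted pool to the Cy5 reference more closely than the difference between fasted and fed arrays. At 72 h the correlation across the listed probes was 0.994 with the direct ratio, against 0.973 with the difference. A candidate explanation is that the listed fold changes set each fasted pool against the reference on its own array and do not use the fed arrays. The fed arrays themselves differed from the reference, with 471 probes called and 706 past an unadjusted p of 0.01 and 1.4-fold.

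Fed replicate 3 correlated weakly with the other fed arrays, at 0.2 at the lowest, whereas fed replicates 1 and 2 correlated at 0.78. A weak array with many outlier spots is argued against, since 0.27% of its spots were marked as outliers. Another reference RNA on that array stays open. For this array alone, the deposited description gives the 2 fed mice of its own Cy3 pool as the source of the reference, although its labelling protocol names the pool of 6. A reference from the same mice would bring the log ratios nearer to 0, and their SD on this array was 0.386, against 0.246 and 0.295 on the other fed arrays, but noise of the array would widen it too, so this is left open. Its Cy5 signal correlated at up to 0.981 across probes with that of another fed array, which does not tell another preparation of the reference from the same one. No biological explanation was tested, since the design gives none within the fed group.

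The other marker lists gave no adjusted camera p under 0.05. The enterocyte list (5 genes with a probe of 11 listed) had median log2 changes of -0.02, 0.19 and -0.3 at 12, 24 and 72 h. Goblet cell genes (2 of 5) changed by 0.45, 0.26 and -0.59, Paneth cell genes (2 of 6) by 1.6, -0.07 and 0.06, and T cell genes (2 of 6) by -0.03, -0.4 and -0.44. Single genes stood for the exocrine pancreas (Cpa1, 1.11, 0.9 and -0.33), adipose tissue (Fabp4, 0.75, 0.45 and -0.32) and erythroid cells (Car1, 1.12, -0.7 and -0.45), and Fabp4 and Car1 are also named by the paper. Smooth muscle had medians of 0.43 at 24 h and 0.08 at 72 h, B and plasma cells -0.12 at 24 h, and clock genes 0.24 at 12 h and 0.33 at 24 h, none of them called.

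Of the 212 fold changes in Additional file 3, 183 stand in Additional file 1 at the same hour (within 1.5e-05), and 29 do not. Of these 29, 25 are under 1.4-fold and 4 are not. The listed value of Uqcrc2 at 12 h has the opposite sign in Additional file 1, where its probe has another name. The size listed for Gclc at 72 h stands there for Gclm at 12 h, and that of Bcl2l1 at 12 h for Bcl2l at 72 h. The fourth, Cdkn2b at 72 h, was not found there. The values of 12 names match probes that carry another name in the 12 h files.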
